# Polycomb-Like 3 Promotes Polycomb Repressive Complex 2 Binding to CpG Islands and Embryonic Stem Cell Self-Renewal

**DOI:** 10.1371/journal.pgen.1002576

**Published:** 2012-03-15

**Authors:** Julie Hunkapiller, Yin Shen, Aaron Diaz, Gerard Cagney, David McCleary, Miguel Ramalho-Santos, Nevan Krogan, Bing Ren, Jun S. Song, Jeremy F. Reiter

## Abstract

Polycomb repressive complex 2 (PRC2) trimethylates lysine 27 of histone H3 (H3K27me3) to regulate gene expression during diverse biological transitions in development, embryonic stem cell (ESC) differentiation, and cancer. Here, we show that Polycomb-like 3 (Pcl3) is a component of PRC2 that promotes ESC self-renewal. Using mass spectrometry, we identified Pcl3 as a Suz12 binding partner and confirmed Pcl3 interactions with core PRC2 components by co-immunoprecipitation. Knockdown of *Pcl3* in ESCs increases spontaneous differentiation, yet does not affect early differentiation decisions as assessed in teratomas and embryoid bodies, indicating that Pcl3 has a specific role in regulating ESC self-renewal. Consistent with Pcl3 promoting PRC2 function, decreasing Pcl3 levels reduces H3K27me3 levels while overexpressing Pcl3 increases H3K27me3 levels. Furthermore, chromatin immunoprecipitation and sequencing (ChIP-seq) reveal that Pcl3 co-localizes with PRC2 core component, Suz12, and depletion of Pcl3 decreases Suz12 binding at over 60% of PRC2 targets. Mutation of conserved residues within the Pcl3 Tudor domain, a domain implicated in recognizing methylated histones, compromises H3K27me3 formation, suggesting that the Tudor domain of Pcl3 is essential for function. We also show that Pcl3 and its paralog, Pcl2, exist in different PRC2 complexes but bind many of the same PRC2 targets, particularly CpG islands regulated by Pcl3. Thus, Pcl3 is a component of PRC2 critical for ESC self-renewal, histone methylation, and recruitment of PRC2 to a subset of its genomic sites.

## Author Summary

Embryonic development requires coordinated changes in gene expression for the differentiation of specific cell types. Regulated changes in gene expression are also important for maintaining tissue homeostasis and preventing cancer. Histone modifications contribute to the control of gene expression by affecting chromatin structure and the recruitment of regulatory proteins. Polycomb repressive complex 2 (PRC2) catalyzes the methylation of a lysine residue on histone H3, an early step in gene repression. By investigating how PRC2 is recruited to genes, we have found that Polycomb-like 3 (Pcl3), a protein upregulated in diverse cancers, is a component of PRC2 that promotes its binding and function at target genes. Consistent with roles for PRC2 in regulating stem cell behaviors, Pcl3 is important for embryonic stem cell self-renewal. Thus, Pcl3 is a critical regulator of gene repression and stem cell self-renewal that acts by controlling PRC2 binding to target genes.

## Introduction

The developmental plasticity of early embryos and embryonic stem cells (ESCs) requires the repression of cell-type specific genes. Two multiprotein complexes that participate in gene repression are Polycomb repressive complex 1 (PRC1) and Polycomb repressive complex 2 (PRC2) [1], [2]. Core components of PRC2 include Suz12, Eed, and Ezh2, a methyltransferase that participates in di- and tri-methylation of lysine 27 on histone H3 (H3K27me2/3) [2]–[7]. Trimethylation of H3K27 can modulate the function of PRC1, which mono-ubiquitinates histone H2A on lysine 119 (H2AK119Ub) [3], [4]. Both H3K27me3 and H2AK119Ub are early histone modifications involved in gene repression [7].

Whereas H3K27me3 is associated with repressed genes, H3K4me3 marks active genes. ESCs and a number of adult stem cells, however, contain a unique chromatin signature, termed bivalency, that is comprised of both H3K27me3 and H3K4me3 marks [8]–[15]. Many bivalent domains are at CpG islands, domains of DNA with elevated GC content that display low levels of DNA methylation. CpG islands are commonly found at vertebrate promoters and are associated with 70% of annotated genes including most housekeeping genes and many developmentally regulated genes [16]–[18]. CpG-rich domains commonly display H3K4me3, but GC-rich sequences also promote H3K27me3, creating opposing marks within the same domain [19], [20]. By occupying CpG islands and marking them as bivalent domains in ESCs, PRC2 may keep the associated genes repressed but poised for rapid activation upon differentiation [11]. How PRC2 is recruited to CpG islands is not known.

Disrupting core components of PRC2 causes a global reduction of H3K27me3 and misexpression of repressed genes, particularly bivalent genes [11], [21]–[24]. This dysregulation of gene expression perturbs ESC maintenance and differentiation, and results in embryonic lethality in mice [23], [25]–[30]. Furthermore, expression of PRC1 and PRC2 components is misregulated in diverse cancers, suggesting that PRC2-dependent gene regulation protects against neoplasia [31]–[34].

Beyond the core components of PRC2, accessory proteins such as Aebp2, Rbbp4/7, and Jarid2, influence PRC2 function [3], [35]–[40]. Recently, Polycomb-like (Pcl) proteins, named for the similarity of the Drosophila *Pcl* mutant phenotype to that of the *Polycomb* mutant, have been found to modulate PRC2 activity [41]–[48]. Drosophila Pcl has three homologs in mammals: Pcl1 (also called PHD finger protein 1), Pcl2 (also called Metal response element binding transcription factor 2), and Pcl3 (also called PHD finger protein 19) [49]. *Pcl1* is expressed minimally in ESCs, but promotes PRC2 function in adult tissues and male germ cells [41], [50]–[52]. Pcl2 regulates PRC2 differentially depending on cell context and target. In mouse embryonic fibroblasts (MEFS), Pcl2 inhibits PRC2 activity, whereas in ESCs, Pcl2 hinders H3K27me3 formation globally but promotes PRC2 activity at a subset of genes [41], [47], [48]. Human Pcl3 exists as two isoforms, which can bind Ezh2 and Eed [53]. Mammalian Pcl3 is expressed in ESCs, but it has been unclear how it contributes to PRC2 function and ESC biology.

Here, we show that mouse Pcl3 interacts with the core components of PRC2 and promotes complex function. By depleting Pcl3 in ESCs, we demonstrate that Pcl3 contributes to ESC self-renewal, but not differentiation, of the three germ layers. Using ChIP-seq of *Pcl3* shRNA-treated cells, we show that *Pcl3* knockdown causes decreased H3K27me3 and Suz12 binding to the genome, indicating that Pcl3 regulates PRC2 binding at diverse target genes. Furthermore, Pcl3 localizes with Suz12 at a subset of PRC2 targets, including genes and microRNAs associated with differentiation and development. We also show that several Pcl3 Tudor domain residues are necessary for H3K27me3. Finally, we identify two GC-rich binding motifs that are enriched at Pcl3-dependent PRC2 targets, indicating that Pcl3 promotes PRC2 binding at CpG islands. Taken together, these results reveal that Pcl3 is an important regulator of PRC2 at a subset of target genes.

## Results

### Pcl3 is a component of PRC2

To identify PRC2 binding partners that could contribute to its function, we used the recently developed Floxin system to create a tandem affinity purification (TAP) tagged allele of *Suz12* (Figure S1A) [54]. In brief, we reverted a *Suz12* gene trap (*Suz12^Gt/+^*) allele generated in a mouse ESC line to produce an allele that re-expresses *Suz12* but that contains a loxP targeting site (*Suz12^Rev/+^*). Via a modified Floxin shuttle vector, we inserted an exon encoding amino acids 277–741 of Suz12 fused to a carboxy-terminal 6×His-3×Flag TAP tag. The resultant allele (*Suz12^Suz12TAP/+^*) expressed the full-length TAP-tagged Suz12 from the endogenous locus (Figure 1A and Figure S1B). We measured protein and mRNA levels of Suz12 in all ESC lines by immunoblot and quantitative reverse transcription PCR (qRT-PCR) (Figure 1A and Figure S1C). As expected, *Suz12^Gt/+^* cells displayed reduced Suz12 expression, whereas *Suz12^Rev/+^* cells displayed levels restored to wild type amounts (Figure 1A and Figure S1C). *Suz12^Suz12TAP/+^* cells displayed moderately increased mRNA and protein levels of Suz12 compared to wild type (Figure 1A and Figure S1C).

**Figure 1:**
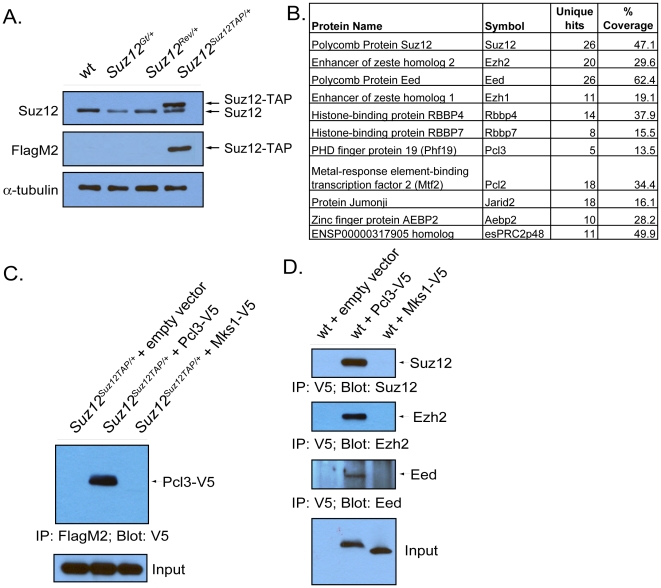
Pcl3 is a component of PRC2. (A) Protein levels of Suz12 and Suz12-TAP were measured in wild type, *Suz12^Gt/+^*, *Suz12^Rev/+^*, and *Suz12^Suz12TAP/+^* cell lines by immunoblot. (B) Proteins detected by mass spectrometry that specifically co-purified with Suz12-TAP, their symbol, unique hits, and percent coverage. (C) Pcl3-V5 binds to Suz12-TAP. *Suz12^Suz12TAP/+^* ESCs were transfected with empty vector, Pcl3-V5, or Mks1-V5 (control), and lysates were immunoprecipitated with FlagM2 and probed with anti-V5. (D) Pcl3-V5 binds Suz12, Ezh2, and Eed. Lysates from ESCs transfected with empty vector, Pcl3-V5, and Mks1-V5 (control) vectors were subjected to immunoprecipitation with anti-V5. Samples were then probed with anti-Suz12, anti-Ezh3, and anti-Eed. All westerns and co-immunoprecipitations were performed three times.

To reveal novel binding partners of Suz12, we tandem affinity purified Suz12-TAP from *Suz12^Suz12TAP/+^* ESCs and identified co-purified proteins by mass spectrometry (Figure 1B) [41]. The PRC2 core components Eed, Ezh1, and Ezh2 were highly represented among Suz12 co-purified proteins, as were other known PRC2 interactors, including Rbbp4, Rbbp7, Aebp2, Jarid2, Pcl2, and esPRC2p48 [3], [35]–[41], [47], [48]. In addition, we identified Pcl3 as co-purifying with Suz12. Human Pcl3 contains a long and short isoform, both of which are associated with PRC2 in HEK 293 cells by gel filtration chromatography [53]. To verify binding of mouse Pcl3 with PRC2, we confirmed that V5-tagged Pcl3 co-immunoprecipitated with Suz12-TAP in ESCs (Figure 1C and Figure S1D). To determine whether Pcl3 interacts with all PRC2 core members, we immunoprecipitated Pcl3-V5 and probed for Suz12, Ezh2, and Eed. All core components of PRC2 were found to bind Pcl3 (Figure 1D). Thus, mass spectrometric and co-immunoprecipitation analyses indicated that Pcl3 interacts with PRC2.

### Pcl3 promotes ESC self-renewal

Inhibiting PRC2 activity can affect both ESC self-renewal and differentiation by deregulating cell-type specific genes [22], [24]–[27], [29], [30]. *Suz12^−/−^* ESCs cannot form neural lineages, whereas *Eed^−/−^* ESCs show an increased propensity to differentiate [23], [24], [29], [55]. To determine if Pcl3 regulates ESC maintenance or differentiation, we tested whether *Pcl3* knockdown altered the ability of ESCs to self-renew or generate cell types derived from all three germ layers.

We depleted Pcl3 using multiple *Pcl3* shRNA targeting vectors (Figure 2A and Figure S2A). Upon culturing multiple clones of *Pcl3* knockdown ESCs, we observed an increased percentage of cells that were larger, less dense and displayed morphologies consistent with differentiation (Figure 2B). These differentiated morphologies suggested that Pcl3 may play a role in ESC maintenance or self-renewal.

**Figure 2:**
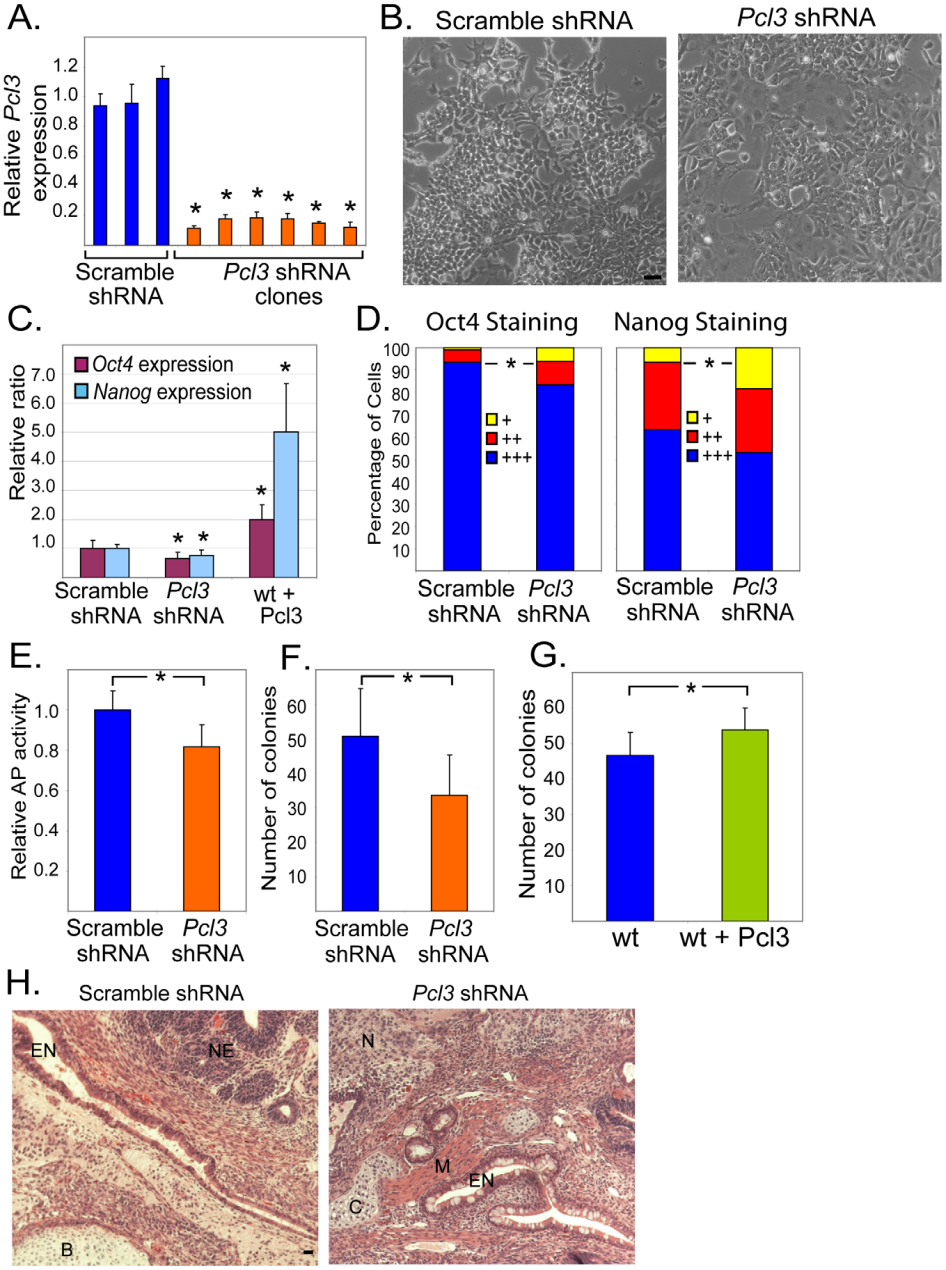
Pcl3 promotes ESC self-renewal. (A) *Pcl3* expression levels measured by qRT-PCR in ESC clones transduced with scramble or multiple *Pcl3* shRNAs. Graph represents average expression from 3–6 different clones. (B) A portion of cells transduced with *Pcl3* shRNA, but not scramble shRNA, are larger, flatter, and less dense, signifying a decrease in ESC cell morphology. Scale bar 25 µm. These pictures are representative of 2–3 different clones of scramble and *Pcl3* shRNA cells taken at three different time points. (C) Expression levels of *Oct4* and *Nanog* in scramble, *Pcl3* shRNA, and *Pcl3* overexpressing cells. (D) Quantification of Oct4 and Nanog staining in scramble and *Pcl3* shRNA treated ESCs. +++indicates bright staining, ++indicates less bright staining, and+indicates little or no staining as assessed by eye. Graphs are representative of two clones and between 5–10 fields of view at 10× magnification. (E) Alkaline phosphatase activity in scramble and *Pcl3* shRNA cells. Graph represents average activity from 3–6 different clones in three experiments assayed in duplicate. (F) Quantification of the number of colonies formed per well from scramble and *Pcl3* shRNA cells plated at 100 cells/well in a 6-well plate. Experiment was performed four times in duplicate with two clones each of scramble and *Pcl3* shRNA ESCs. (G) Quantification of colonies formed by plating 100 cells/well of wild type and Pcl3 overexpressing cells in a 6-well plate. LIF was reduced to 5% and was performed four times in duplicate. (H) Images of teratomas derived from scramble or *Pcl3* shRNA ESCs containing all three germ layers stained with hematoxylin and eosin. Abbreviations: EN-endoderm, NE-neuroectoderm, B-bone, C-cartilage, M-muscle, N-neural tissue. Scale bar 25 µm. Error bars indicate standard deviation. Expression analysis experiments represent 3–4 experiments assayed in quadruplet. For all experiments, asterisk denotes statistical significance of *p*<0.05. Staining was performed 2–3 times in two or more clones.

To assess whether Pcl3 contributes to ESC self-renewal, we examined ESC markers including Oct4, Nanog, and alkaline phosphatase. Consistent with the morphological changes, Oct4 and Nanog expression and protein levels were decreased in *Pcl3* knockdown cells compared to control ESCs (Figure 2C–2D and Figure S2B). We also assessed scramble and *Pcl3* shRNA ESCs for alkaline phosphatase activity. Alkaline phosphatase staining was slightly reduced in *Pcl3* shRNA-treated ESCs (Figure S2C). To quantitate this observation, we used a more sensitive colorimetric assay, which confirmed that *Pcl3* knockdown reduces ESC alkaline phosphatase activity (Figure 2E). To confirm that these phenotypes were specifically due to *Pcl3* knockdown, we overexpressed a TAP-tagged form of Pcl3 in wild type cells (Figure S2D–S2E). Overexpression of *Pcl3* in ESCs resulted in increased levels of *Oct4* and *Nanog*, further indicating that Pcl3 levels correlate with ESC gene expression (Figure 2C).

To determine whether decreased expression of *Oct4* and *Nanog* affects self-renewal, we assessed *Pcl3* knockdown ESCs for their ability to generate colonies and found that *Pcl3* shRNA ESCs formed significantly fewer colonies than control cells (Figure 2F and Figure S2F). These data suggest that Pcl3 promotes ESC self-renewal. To substantiate this finding, we assayed the ability of wild type and *Pcl3*-overexpressing cells to self-renew and form colonies. We challenged wild type and *Pcl3*-overexpressing cells by growing them in media containing reduced LIF. *Pcl3*-overexpressing ESCs were able to form colonies modestly but significantly better than wild type cells, further indicating that Pcl3 enhances ESC self-renewal (Figure 2G).

In addition to its roles in self-renewal, PRC2 is critical for ESC differentiation and embryonic development [22], [24], [29], [30]. Besides ESCs, *Pcl3* is expressed in a number of differentiated tissues from all three germ layers including bone, spleen, and prostate [41]. *Pcl3* is not well expressed in the adult nervous system, but it expressed in the head during development [41]. To ascertain whether Pcl3 is essential for ESC differentiation, we performed teratoma and *in vitro* differentiation assays and assessed the presence of all three germ layers. Teratomas from scramble and *Pcl3* shRNA-expressing cells were weighed and histologically examined. While *Pcl3* knockdown was maintained, we did not observe differences in the size of the teratomas nor in the formation of endodermal, ectodermal, or mesodermal derivatives (data not shown and Figure 2H and Figure S2G). Moreover, immunofluorescent staining revealed the presence of neural tissue (NeuN and Tuj1), muscle (Actin), and skin basal cells (K14) in both *Pcl3* expressing and *Pcl3* knockdown teratomas (Figure S2H).

*In vitro* differentiation of scramble and *Pcl3* knockdown ESCs to embryoid bodies resulted in a similar finding. *Pcl3* shRNA-treated EBs maintained *Pcl3* knockdown and expressed markers of neuroectoderm (*Nestin*), mesoderm (*T-brachyury*), and endoderm (*Hnf4*) at least as well as control EBs, indicating that depletion of *Pcl3* does not abrogate the ability of ESCs to differentiate to cell types of all three germ layers (Figure S2I). Thus, Pcl3 enhances ESC self-renewal, but is not critical for ESC differentiation to the three germ layers.

### Pcl3 promotes trimethylation of H3K27

PRC2 accessory proteins, such as Aebp2, Pcl1, Pcl2 and Jarid2, can either promote or inhibit PRC2 function [35]–[41], [47], [48], [50], [52]. To elucidate whether Pcl3 regulates PRC2 function, we measured H3K27me3 levels in cells with diminished Pcl3. *Pcl3* shRNA-treated ESCs and EBs showed approximately 80% depletion of H3K27me3 levels compared to scramble shRNA controls, indicating that Pcl3 promotes PRC2 function (Figure 3A and Figure S3A). To confirm this finding, we transfected ESCs with either *Suz12* or *Pcl3* siRNAs and assessed H3K27me3 levels [56], [57]. qRT-PCR and immunoblot indicated that transfection of *Suz12* siRNAs diminished *Suz12* expression in a dose-dependent fashion (Figure S3B–S3C). Similarly, transfection of *Pcl3* siRNAs resulted in decreased *Pcl3* expression and markedly reduced H3K27me3, further demonstrating that *Pcl3* promotes the formation of H3K27me3 (Figure S3D and Figure 3B). As *Pcl3* knockdown decreased H3K27me3, we assessed whether increased Pcl3 resulted in a concomitant increase in H3K27me3. Indeed, overexpression of *Pcl3* in ESCs enhanced H3K27me3 levels (Figure S2D–S2E and Figure 3C). Thus Pcl3 promotes trimethylation of H3K27.

**Figure 3:**
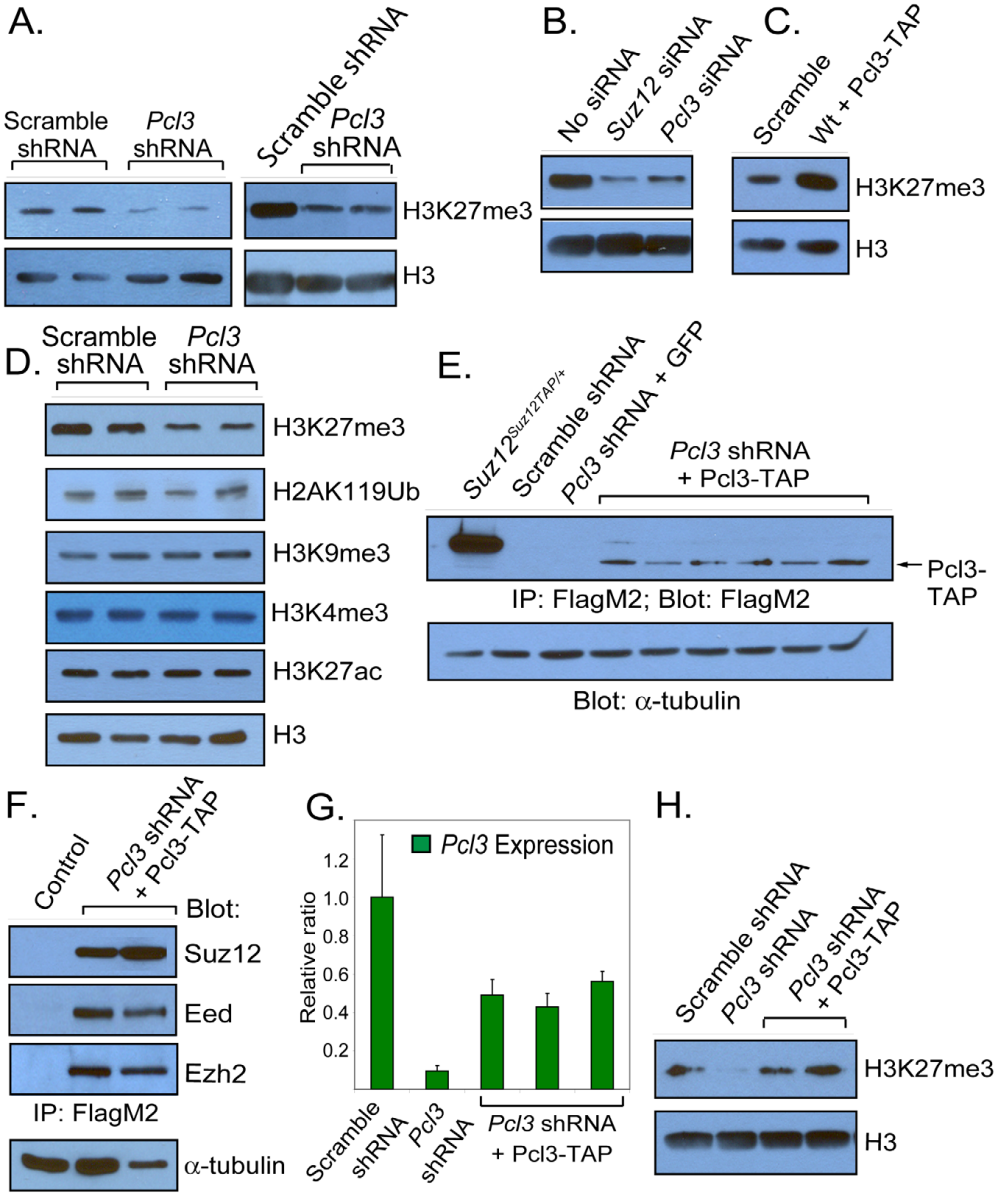
Pcl3 promotes PRC2 function. (A) Immunoblot showing levels of H3K27me3 in multiple clones of scramble and *Pcl3* shRNA ESCs and EBs. (B) H3K27me3 levels in *Suz12* and *Pcl3* siRNA treated cells. (C) Increased levels of H3K27me3 as measured by immunoblot in cells overexpressing Pcl3. (D) Immunoblot of H3K27me3, H2AK119Ub, H3K9me3, H3K4me3, and H3K27ac levels in histones from scramble and *Pcl3* shRNA-expressing cells. (E) Pcl3-TAP resistant to *Pcl3* shRNA was reintroduced into *Pcl3* shRNA cells, immunoprecipitated, and detected with anti-FlagM2. *Suz12^Suz12TAP/+^* cells were used as a positive control. (F) Pcl3-TAP binds Suz12, Eed, and Ezh2. Lysates from scramble and *Pcl3* shRNA cells containing Pcl3-TAP were immunoprecipitated with FlagM2 and immunoblotted for Suz12, Eed, and Ezh2. (G) qRT-PCR shows partial rescue of *Pcl3* expression in *Pcl3* shRNA clones expressing *Pcl3-TAP*. Error bars indicate standard deviation. Graph represents average expression from 3–6 different clones in three experiments assayed in quadruplet. (H) Immunoblot showing restoration of H3K27me3 levels in *Pcl3* shRNA cells transduced with Pcl3-TAP. Histone H3 and α-tubulin were used as loading controls. All westerns and immunoprecipitations were performed three or more times with 2–6 clones.

Besides H3K27me3, histone modifications such as ubiquitination of lysine 119 of histone H2A (H2AK119Ub) and trimethylation of lysine 9 of histone H3 (H3K9me3) are involved in gene repression [58]–[60]. In addition, H3K27me3 is inversely correlated with acetylation on lysine 27 (H3K27ac) and marks bivalent domains with H3K4me3 [11], [61]. To assess whether Pcl3 participates in histone modifications apart from H3K27me3, we analyzed histones from scramble and *Pcl3* shRNA-treated cells for H2AK119Ub, H3K9me3, H3K4me3, and H3K27ac. Levels of H2AK119Ub, H3K9me3, H3K4me3, and H3K27ac were all comparable between the control and *Pcl3* knockdown ESCs, indicating that Pcl3 is not involved in global histone modification, but has a specific role in generating H3K27me3 (Figure 3D).

To confirm that *Pcl3* shRNA-associated phenotypes were due to decreased *Pcl3* levels, we created a construct encoding a TAP-tagged Pcl3 not recognized by the *Pcl3* shRNAs. Pcl3-TAP was detected by immunoblot and immunofluorescence and was able to bind core PRC2 components as assessed by co-immunoprecipitation, indicating that Pcl3-TAP functions similarly to wild type Pcl3 (Figure 3E-3F and Figure S3E). *Pcl3* expression in *Pcl3-TAP*-expressing ESCs was nearly 60% of endogenous levels as measured by qRT-PCR (Figure 3G). Re-expression of *Pcl3-TAP* increased H3K27me3 levels in *Pcl3* knockdown ESCs (Figure 3H). These data indicate that Pcl3 promotes the formation of H3K27me3 by PRC2.

### Pcl3 promotes PRC2 binding and function at a subset of PRC2 targets

To elucidate which genes depend upon Pcl3 for H3K27me3 formation and to investigate whether decreased H3K27me3 is a result of Pcl3-dependent PRC2 binding, we performed ChIP-seq for H3K27me3 and Suz12 in *Suz12^Suz12TAP/+^* cells expressing either *Pcl3* or control shRNA (GSE28325). 

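ChIP-seq, which sequences the DNA fragments pulled down with an antibody, was performed in mouse ESCs with a TAP-tagged Suz12 allele. One H3K27me3 library and 1 Suz12-TAP library (FlagM2 antibody) were made from cells expressing Pcl3 shRNA, and 1 of each from cells expressing scramble shRNA, with 1 input DNA library per cell population. The authors deposited lists of sites rather than read counts. They scaled paired libraries to equal background, scanned 400 bp windows of mm9 with the Skellam distribution at a p-value cutoff of 1e-07, joined overlapping windows and recomputed the p-value of each joined site. The Suz12 binding list holds 8876 sites with a median width of 1100 bp, the Suz12-depleted list 5722 sites with a median width of 1500 bp and the H3K27me3-depleted list 678 sites with a median width of 1350 bp. Each of the 5722 Suz12-depleted sites has the position and the p-value of a site in the binding list, so its p-value is that of binding in scramble cells and not that of the loss. The narrowest H3K27me3-depleted site is 1000 bp, and 18 of these sites have a p-value above the stated cutoff. For the overlaps, 2 sites were counted as shared when their centers lay within 2 kb, the rule of Figure 5D. The lists give no reads per site or per library. The paper reports the reads per library in Figure S4A, which were not analysed here. These libraries have no replicates, and every interval and test on these lists is over sites of the same libraries and does not cover the variation between cultures.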

Reads were aligned to the mouse reference genome (NCBI Build 37, MM9) using bowtie, and only uniquely aligned reads were considered for further analysis (Figure S4A–S4B) [62].

Suz12 ChIP-seq was performed using the Flag tag of Suz12-TAP. To validate this approach, we compared ChIP-seq of Suz12-TAP using anti-Flag antibodies with ChIP-seq using anti-Suz12 antibodies in *Suz12^Suz12TAP/+^* cells and found they were equivalent. We, thus, used FlagM2 to detect Suz12 binding in all the following experiments. ChIP-seq with FlagM2 antibodies detected 95% of previously reported Suz12 binding sites, indicating that this approach accurately measured Suz12-TAP localization in the genome (Figure S4C) [63], [64]. In addition, we identified a number of novel Suz12 binding sites, typified by less significant Suz12 ChIP-seq peaks (Figure S4C). These additional sites may reflect weak Suz12 binding or may be an artifact of increased Suz12 levels.

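The H3K27me3-depleted list holds 678 sites on every chromosome except Y, covering 999750 bp. Their p-values, as deposited by the authors, range from 1.04e-06 down to 2.54e-75. The 3 sites with the smallest p-values lie on chromosome 2 from 98505551 to 98508350 (Gm10800, coding exon), on chromosome 2 from 98501551 to 98505000 (Gm10801, coding exon) and on chromosome 9 from 3034951 to 3037250 (Gm10715, coding exon). In the 1000 bp around their centers, sequence that recurs within 50 kb made up 50.3% of the first and 74.5% of the third. Each of the 3 has a Suz12-depleted site and a Pcl3 site within 2 kb.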

Comparison of H3K27me3 ChIP-seq in scramble and *Pcl3*-shRNA treated ESCs revealed a widespread decrease in H3K27me3 levels in *Pcl3* shRNA ESCs (Figure 4A). The decrease in H3K27me3 as assessed by ChIP-seq was similar to, but not as profound as was detected biochemically. This may be attributable to the inability of ChIP-seq to detect H3K27me3 in regions of highly repetitive sequence, areas that are largely transcriptionally silent. 

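Of the 678 sites with decreased H3K27me3, 562 had a Suz12-depleted site within 2 kb, or 82.9% (95% Wilson interval over sites 79.9% to 85.5%). A further 35 sites (5.16%) lay within 2 kb of Suz12 sites outside the depleted list only, and 81 (11.9%) had no Suz12 site within that distance. When the Suz12-depleted sites were moved by a random distance around each chromosome, on average 1.20% of the H3K27me3-depleted sites overlapped, with a maximum of 6.19% over 1000 shifts. The shifts do not keep sites near genes or in CpG-rich sequence, so this is a low bar. The overlap moved most with the distance rule, falling to 49.7% when centers had to lie within 500 bp.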

At approximately 85% of sites showing decreased H3K27me3, *Pcl3* knockdown cells also displayed reduced Suz12 binding compared to scramble controls, thus correlating decreased Suz12 occupation with decreased PRC2 function (Figure 4A). Indeed, *Pcl3* knockdown significantly reduced Suz12 binding at approximately 65% of PRC2 targets (Figure 4A, 4C). 

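Among the 8876 Suz12 sites, 6066 had a Suz12-depleted site within 2 kb, or 68.3% (95% Wilson interval 67.4% to 69.3%). Counted by membership in the depleted list, a rule chosen after the data were seen, 64.5% of the Suz12 sites were depleted (63.5% to 65.5%). The 2 counts differ by 344 sites that are outside the depleted list but close to a depleted site. Restricting every list to p-values of at most 1e-12 raised the share to 83.8%. From the Suz12 and H3K27me3 lists, the paper reasons that decreased Suz12 occupation goes with decreased PRC2 function.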

Sites with decreased Suz12 binding outnumbered those with reduced H3K27me3, indicating that *Pcl3* knockdown preferentially affected Suz12 (Figure 4A).

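The Suz12-depleted list was 8.44 times as long as the H3K27me3-depleted list (7.79 to 9.14, from the 95% Wilson interval of the share). Without chromosome 11 the ratio was 10.7, and with p-values of at most 1e-12 in each list it was 48.8. Of the Suz12-depleted sites, 569 (9.94%) had a site of decreased H3K27me3 within 2 kb. The p-values of the 2 lists describe different comparisons, binding against input for Suz12 and scramble against knockdown for H3K27me3, so a common cutoff is not equally strict in both.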

**Figure 4:**
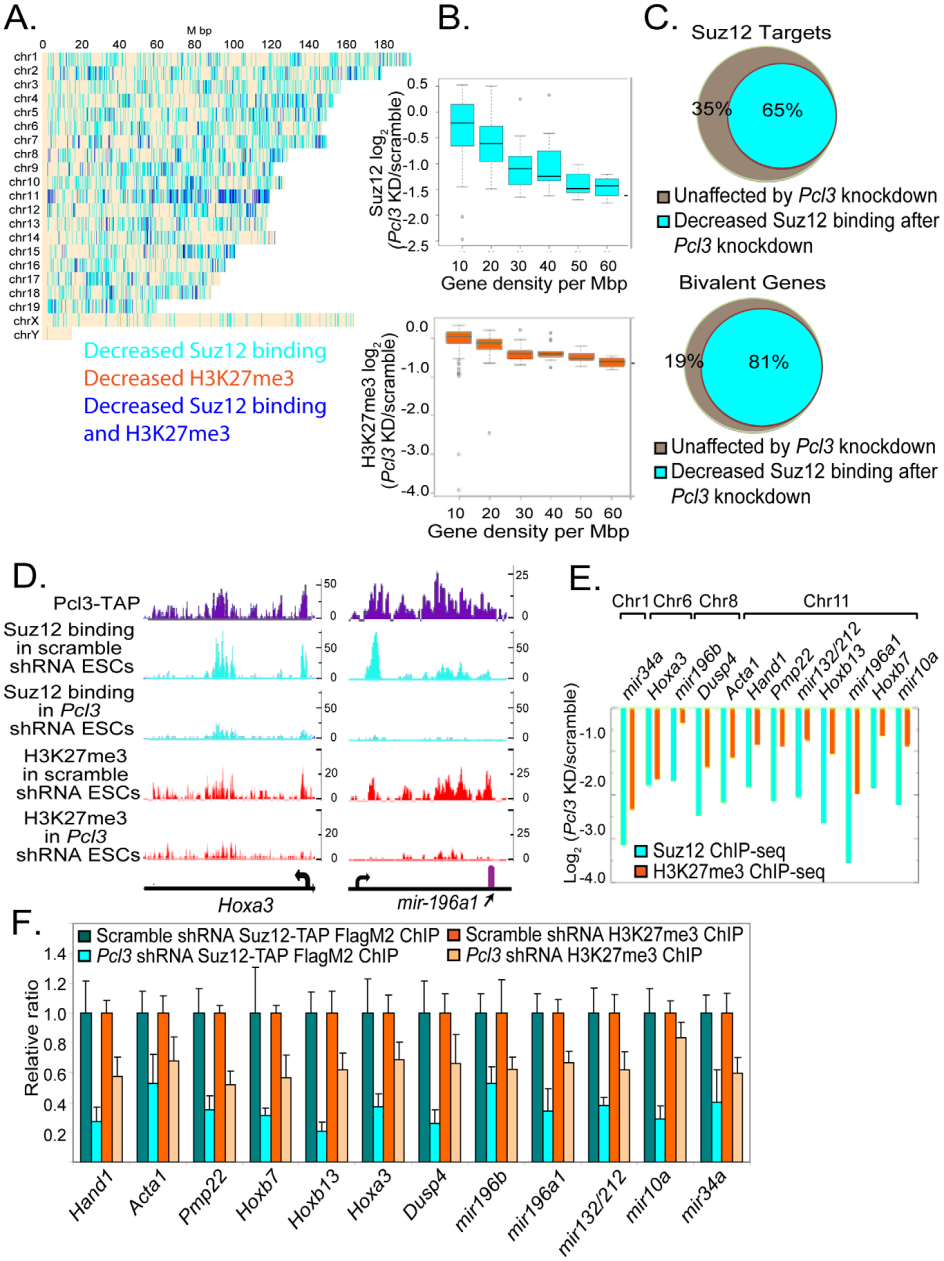
Pcl3 affects Suz12 binding at a subset of PRC2 targets. (A) Graph depicts chromosome-wise distributions of decreased Suz12 and H3K27me3 ChIP-seq reads upon *Pcl3* knockdown (*Pcl3* KD) relative to scramble control. Many regions display both Suz12 and H3K27me3 depletion (blue). Independently decreased Suz12 occupancy and H3K27me3 are marked in cyan and orange, respectively. ChIP-seq peaks were called at a Skellam distribution p-value cutoff of 10^−7^. Fisher test p-value was 3.2×10^−41^ for the overlap of H3K27me3 with Suz12 sites. (B) Reduced Suz12 and H3K27me3 ChIP-seq read density upon *Pcl3* knockdown is correlated with gene density. Pearson correlation is 0.40 for Suz12 and 0.26 for H3K27me3. (C) 65% of PRC2 targets show decreased Suz12 binding upon *Pcl3* knockdown, particularly bivalent genes (Fisher test *p* = 4.9×10^−250^). (D) Binding of Pcl3 and Suz12, and histone mark profiles of H3K27me3 at the *Hoxa3* gene and in the region surrounding *mir-196a1*. Units are number of reads/250 bp. (E) Log fold-changes in Suz12 and H3K27me3 ChIP-seq read density at specific genes in *Pcl*3 knockdown cells compared to scramble control. (F) Levels of Suz12 binding and H3K27me3 in *Suz12^Suz12TAP/+^* cells expressing either scramble or *Pcl3* shRNA assessed by FlagM2 or H3K27me3 ChIP-qRT-PCR. ChIP-qRT-PCR experiments were performed at 3–4 times and assayed in quadruplicate. Error bars indicate standard deviation. Decreases are statistically significant, *p*<0.005.

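Positions of the named loci were taken from the ChIP primer sequences matched to mm9 and from the GENCODE vM1 annotation. The Hoxa3 amplicon lies on chromosome 6 from 52150053 to 52150289 in the Hoxa3 UTR, the Hoxb13 amplicon on chromosome 11 from 96055274 to 96055544 just upstream of the gene, and the Hand1 amplicon on chromosome 11 from 57645237 to 57645495 in a coding exon. The mir-196a1 primers match chromosome 11 from 96122794 to 96122926, and the Mir196a-1 gene starts at 96126478. At Hoxa3, Hoxb13, Hand1, Dusp4, Acta1, mir-196a1, mir-10a, mir-132/mir-212 and mir-34a, a Suz12-depleted site and an H3K27me3-depleted site lay within 2 kb of the amplicon. At Hoxb7, Pmp22 and mir-196b a Suz12-depleted site lay there but no H3K27me3-depleted site, the nearest being 5284 bp, 788132 bp and 6769 bp away. The authors' p-values for decreased H3K27me3 included 7.40e-25 at Hoxb13, 7.07e-17 at Hand1 and 4.49e-11 at Acta1. A Pcl3 site lay within 2 kb of each of these amplicons except Dusp4, Acta1 and mir-34a. The distances to the nearest Pcl3 site there were 3843 bp, 774157 bp and 14624 bp.

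**Figure D1:**
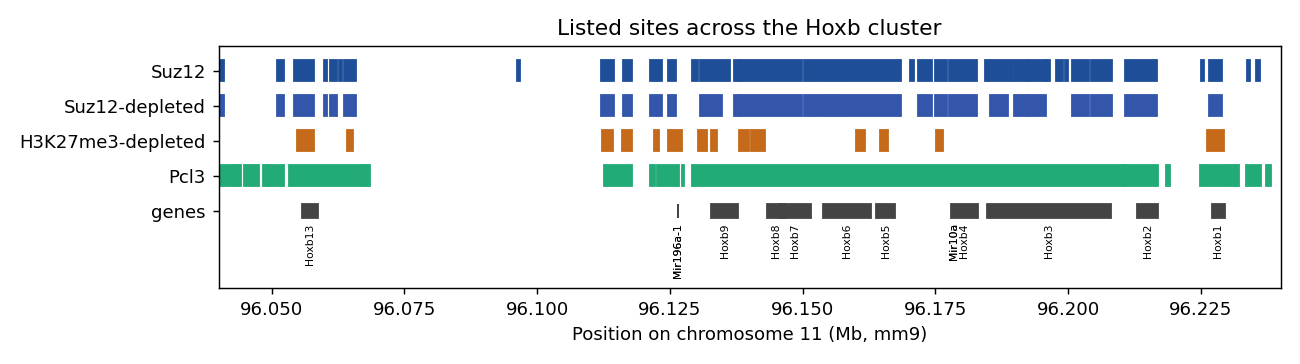
Sites of the 4 lists across the Hoxb cluster, with position on chromosome 11 of mm9 in Mb on the horizontal axis and 1 row per list; boxes are sites drawn to scale and the lowest row shows annotated genes. The Pcl3 site from 96129151 to 96210450 spans many separate Suz12 sites.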

The regions with the most decreased Suz12 occupation following *Pcl3* knockdown were among the most significant Suz12 ChIP-seq peaks in control cells (Figure S4D). In contrast, less significant Suz12 peaks were more likely to be unaffected by *Pcl3* knockdown (Figure S4D). 

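The strength of each Suz12 site was taken as −log10 of the authors' p-value for binding in scramble cells. Sites with Suz12 depletion had a median of 49.0 (quartiles 23.2 and 113) and the other sites a median of 10.5 (quartiles 8.36 and 14.8). The difference of 38.5 had a two-sided permutation p of 1e-05, the smallest that 100000 permutations of the sites can give. Strength and depletion were both called from the same scramble Suz12 library. A weak site, called only just above input, has little signal to lose and can hardly pass a cutoff for depletion. The test therefore cannot tell whether weak sites lost less Suz12 or their loss went undetected. All 435 sites whose p-value was written as 0 are in the depleted list. The 3 widest of these lie on chromosome 11 from 85641901 to 85658850 (Tbx2), on chromosome 4 from 139376451 to 139391150 (Pax7) and on chromosome 5 from 35728801 to 35743150 (Hmx1), each over a coding exon.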

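In the weakest decile of Suz12 sites 2.48% were in the depleted list, in the fifth decile 69.1% and in the strongest 100%. The shared scramble library limits the reading of these shares in the same way. The strongest site outside the depleted list, singled out after its values were seen, lies on chromosome X from 45696051 to 45699450 and has a deposited p-value of 2.62e-100.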

The finding that the role of Pcl3 is most pronounced on the most significant Suz12 binding sites is consistent with a role for Pcl3 in mediating the recruitment of additional Suz12 to regions of low level Suz12 binding. Alternatively, changes in Suz12 binding may be more difficult to detect at these less significant peaks.

Knockdown of *Pcl3* diminished Suz12 binding to chromatin particularly in areas of high gene density (Figure 4B). Accordingly, chromosome 11, the chromosome with the highest gene density, showed the most profound decrease in Suz12 binding and H3K27me3 upon *Pcl3* knockdown (Figure 4A and Figure S4E). 

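Gene density was counted as GENCODE vM1 protein-coding genes that start in each of 2629 bins of 1 Mb. Across bins, which are not independent replicates, it correlated with the number of Suz12-depleted sites (Pearson r 0.507, Spearman rho 0.589) and of H3K27me3-depleted sites (r 0.361, rho 0.359), and also with the number of all Suz12 sites (r 0.572, rho 0.65). In the 649 bins with at least 5 Suz12 sites, the percent of Suz12 sites that was depleted fell with gene density (r -0.235, rho -0.276). Each of these 8 coefficients had a two-sided permutation p of 1e-05, also after Benjamini-Hochberg adjustment, the smallest the permutations can give. Membership in the depleted list rose with site strength, which was not held fixed here. The direction for the percent depleted among sites of similar strength is therefore not known. The read densities used in Figure 4B are not in the lists, so its fold changes were not computed.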

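Chromosome 11 holds 198 of the 678 H3K27me3-depleted sites, or 29.2% (95% Wilson interval 25.9% to 32.7%), and 921 of the 8876 Suz12 sites, or 10.4%. Decreased H3K27me3 lay within 2 kb of 19.5% of its Suz12 sites, against 9.19% on chromosome 8, the next highest. The odds ratio for chromosome 11 against all others was 3.83 (Fisher's exact test over sites, two-sided p = 2.84e-38). For Suz12, 65.5% of the sites on chromosome 11 were in the depleted list, which ranks 7 among chromosomes, and under the 2 kb rule the odds ratio was 1.12 (0.963 to 1.30, Fisher's exact test, p = 0.145). Per Mb, chromosome 11 held the most depleted Suz12 sites, 4.95. Among sites of similar strength, by the Mantel-Haenszel estimate over deciles of the p-value, the odds ratio for Suz12 depletion under the 2 kb rule was 1.96 (1.60 to 2.40, chi-squared test, n = 8876 sites, p = 1.46e-10).

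**Figure D2:**
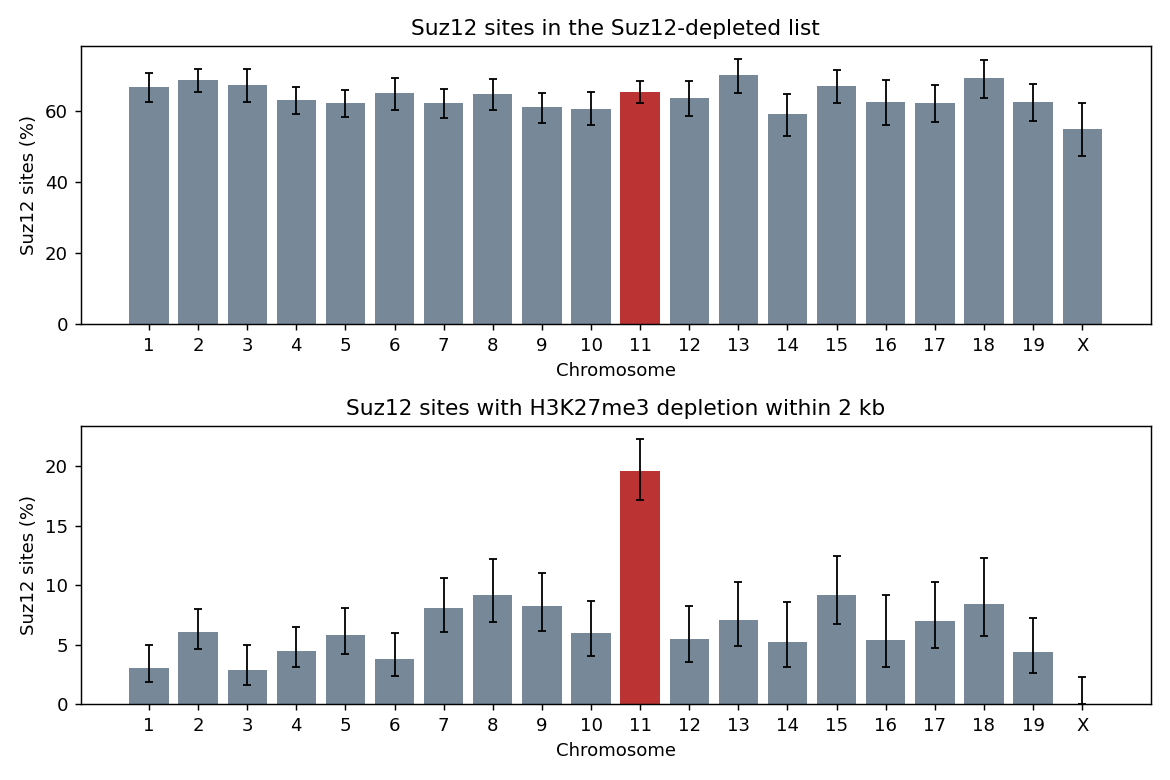
Percent of the Suz12 sites of each chromosome that are in the Suz12-depleted list (upper plot) and that have an H3K27me3-depleted site within 2 kb (lower plot); bars are percents, lines are 95% Wilson intervals over sites, and chromosome 11 is in red. Chromosome 11 stands at 65.5% in the upper plot and at 19.5% in the lower.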

Consistent with PRC2 binding at repressed genes, sites with decreased Suz12 binding in *Pcl3* shRNA-treated ESCs were inversely correlated with sites bound by the activating transcription factors E2f1, c-Myc, Zfx, Klf4, and Ctcf, (Figure S4F and data not shown, Fisher test p-value = 9.5×10^−53^, 3.7×10^−15^, 1.2×10^−13^, 4.0×10^−6^, 3.6×10^−6^, respectively) [63]. This is in agreement with previous reports demonstrating nearly mutual exclusion of Suz12 binding with regions bound by this group of transcription factors [63].

As mentioned, Suz12 and H3K27me3 are present at bivalent genes, genes with both active (H3K4me3) and repressive (H3K27me3) histone marks in ESCs [11], [65]. We found that more than 80% of bivalent genes showed decreased Suz12 binding upon *Pcl3* depletion (Figure 4C) [11], [65]. Among bivalent genes are many developmental genes and microRNAs [64], [66]–[70]. Using ChIP-qRT-PCR, we confirmed that Pcl3 is important for deployment of PRC2 at some of these developmental gene targets and microRNAs including *Hoxb7*, *Hoxb13*, *Hoxa3*, *Dusp4*, *Hand1*, *mir-196b*, *mir-196a1*, *mir-10a*, *mir-132/mir-212*, and *mir-34a* (Figure 4D–4F) [66], [67], [69], [71]–[74]. Suz12 ChIP-qRT-PCR also confirmed that some Suz12 targets (e.g., *Tle3*, *Tns1*, and *Tmem151a*) are unaffected by Pcl3 (Figure S4G). These data further demonstrate that Pcl3 promotes PRC2 binding and mediates PRC2 activity at a specific subset of PRC2 targets.

As H3K4me3 histone marks are also present at bivalent genes, we extended our ChIP-qRT-PCR analysis to H3K4me3 to assess whether *Pcl3* depletion affects H3K4me3 formation. At genes marked by H3K4me3 but not H3K27me3 (i.e., *Eaf1*, *Ash21*, *Dcaf8*, *Ift140*, *Glrx5*), H3K4me3 levels were unchanged by *Pcl3* depletion, consistent with our finding that global H3K4me3 levels are unchanged in *Pcl3* shRNA ESCs (Figure S4H and Figure 3D). H3K4me3 levels at approximately half of the bivalent genes assayed showed modestly increased H3K4me3 levels (i.e., *Acta1*, *Hoxa3*, *Ebf2*, *mir196b*, *Hand1*, *Dusp4*, *Pmp22*), while other genes were unchanged (i.e., *mir196a1*, *Hoxb7*, *Matb2*, *Pcdh7*, *Otx2*, *Hoxb13*) (Figure S4H). Thus, *Pcl3* knockdown affects H3K4me3 levels specifically at a subset of bivalent genes.

### Pcl3 co-localizes with Suz12 at many PRC2 targets to promote H3K27me3

As Pcl3 binds core components of PRC2 and promotes Suz12 localization to its target genes, we investigated whether Pcl3 co-localizes with Suz12 at target loci. To assess the distribution of Pcl3 binding to chromatin in ESCs, we performed ChIP-seq of Pcl3-TAP. 

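Pcl3-TAP, a Pcl3 carrying the same tag, was not recognized by the Pcl3 shRNAs, was expressed in ESCs, and FlagM2 ChIP-seq was performed on 2 cell populations, labelled with Pcl3 shRNA 6 and Pcl3 shRNA 7, each with its own input DNA library. The authors deposited 1 list for both, called as described for Suz12, and the paper's text does not name whether the 2 libraries were pooled, so their sites cannot be compared as replicates. The list holds 5242 sites with a median width of 850 bp. Of these, 208 have a p-value written as 0, and the 3 widest lie on chromosome 11 from 96129151 to 96210450 (Hoxb3 to Hoxb9), on chromosome 15 from 102789651 to 102818750 (Hoxc9 and Hoxc10) and on chromosome 5 from 140011001 to 140035300 (Uncx). The depth of the libraries is not given in the list.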

Nearly all of the regions bound by Pcl3-TAP overlapped with Suz12 targets, suggesting that Pcl3 co-localizes at target genes as part of PRC2 (Figure 5A and S5A–S5B, Fisher test p-value = 1.5×10^−306^). 

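Of the 5242 Pcl3 sites, 4280 had a Suz12 site within 2 kb, or 81.6% (95% Wilson interval 80.6% to 82.7%), and 962 had none. Moving the Pcl3 sites by random distances around each chromosome gave 1.36% on average and at most 5.30%. The shifts do not keep sites near genes or in CpG-rich sequence, so this is a low bar. Both proteins were pulled down with FlagM2, so shared background of the antibody is not excluded. By shared bases, 76.9% of the Pcl3 sites overlapped a Suz12 site by at least 1 bp, and 61.0% had a Suz12 center within 500 bp. The paper proposes from this overlap that Pcl3 is at target genes as part of PRC2.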

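Seen from the Suz12 list, 3989 of 8876 sites had a Pcl3 site within 2 kb, or 44.9% (95% Wilson interval 43.9% to 46.0%). With centers within 500 bp the share was 35.6%.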

Quantification revealed that Pcl3-TAP bound nearly half of PRC2 targets, indicating that Pcl3 associates with a subset of PRC2 complexes (Figure 5A). To substantiate the co-localization analysis, we assessed which Suz12 sites overlapped with Pcl3. Pcl3 and Suz12 co-localized predominantly at the most significant Suz12 binding sites (Figure 5B). 

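Suz12 sites with Pcl3 had a median −log10 p of 73.8 and those without Pcl3 one of 15.5, a difference of 58.4 (two-sided permutation test over sites, p = 1e-05, the smallest possible here). Pcl3 lay within 2 kb of 16.8% of the Suz12 sites in the weakest decile and of 91.1% in the strongest. The widths of the sites, used in place of the p-values, gave medians of 1700 bp and 800 bp.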

Suz12 sites at which Pcl3 did not co-localize were typified by less significant Suz12 binding (Figure 5B). In addition, 80% of Pcl3 and Suz12 sites overlapped with CpG islands compared to 65% of sites bound only by Suz12, indicating that Pcl3 and Suz12 preferentially bind at CpG islands (p-value = 2.2×10^−16^) [13].

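The CpG island set that the paper used was not used here, and islands were scored on the mm9 sequence of each Suz12 site with criteria chosen after the lists were seen. With a window of 200 bp, a GC content of at least 50% and an observed to expected CpG ratio above 0.6, 93.4% of the Pcl3-bound Suz12 sites and 92.7% of the unbound sites held an island (odds ratio 1.11, Fisher's exact test over sites, two-sided p = 0.211). With stricter criteria over the 1000 bp around the center, a window of 500 bp, a GC content of at least 55% and a ratio above 0.65, the shares were 76.7% (75.4% to 78.0%) and 69.8% (68.5% to 71.1%), an odds ratio of 1.43 (Fisher's exact test, p = 2.78e-13). Within deciles of the Suz12 p-value both odds ratios reversed, to 0.235 (0.194 to 0.285) and 0.580 (0.513 to 0.655, Mantel-Haenszel estimates). The median CpG density over the whole site was 5.31 CpG per 100 bp at bound sites and 5.50 at unbound sites (two-sided permutation p = 0.0013). Over the 500 bp around the center the order was reversed, with medians of 7.40 and 6.60 (permutation p = 1e-05).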

**Figure 5:**
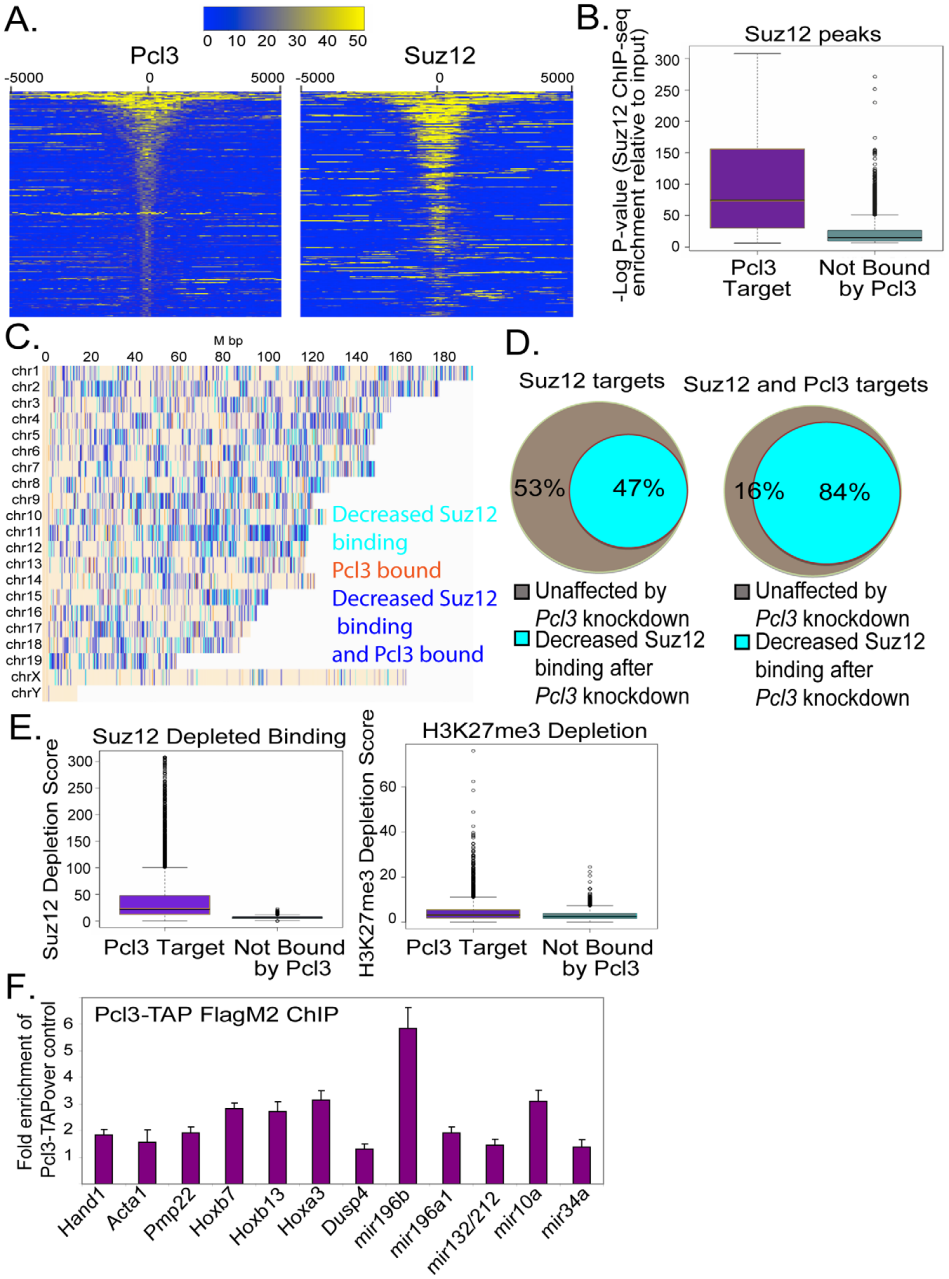
Pcl3 localizes to PRC2 targets. (A) Heatmaps showing Pcl3 and Suz12 ChIP-seq read density in counts per 100 bp around Pcl3 peak centers. Approximately 44% of Suz12 targets are bound by Pcl3-TAP. Each row corresponds to a Pcl3 ChIP-seq peak with rows ranked by Pcl3 peak significance (assessed by the Skellam distribution p-values). (B) Graph of −log p-values indicating that the most significant Suz12 ChIP-seq peaks overlap with Pcl3, while regions containing less significant Suz12 ChIP-seq peaks are not bound by Pcl3. Wilcoxon p-value<1e^−306^ for the difference in the distribution of ChIP-seq −log p-values. (C) Pcl3 co-localizes with Suz12 depletion sites (blue). Regions containing only Suz12 depletion or only Pcl3 binding are indicated in cyan and orange respectively. (D) 84% of sites bound by Suz12 and Pcl3 show decreased Suz12 binding upon *Pcl3* (Fisher test p-value = 1.5×10^−306^). Two binding sites were considered to be overlapping if their peak centers were within 2 kb from each other. (E) Suz12 (Wilcoxon p-value<1e^−306^) and H3K27me3 (Wilcoxon p-value = 3.7e^−36^) co-localizing with Pcl3 show much more significant depletion compared to Suz12 and H3K27me3 targets not bound by Pcl3. Depletion score = −log p-value (read counts before/after *Pcl3* KD). (F) Genes and microRNAs bound by Pcl3-TAP measured by FlagM2 ChIP-qRT-PCR. The graph depicts average fold enrichment over control levels for three different clones in three different experiments assayed in quadruplet. Error bars indicate standard deviation. All increases are statistically significant, *p*<0.04.

To establish whether Pcl3 may directly contribute to PRC2 binding and function, we compared regions of Pcl3 binding to areas of Pcl3-dependent Suz12 chromatin occupation and H3K27me3 formation. 

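Suz12 sites were split by whether a Pcl3 site lay within 2 kb. A Suz12-depleted site was within 2 kb of 3575 of the 3989 sites with Pcl3, or 89.6% (95% Wilson interval 88.6% to 90.5%), and of 2491 of the 4887 sites without Pcl3, or 51.0% (49.6% to 52.4%). The odds ratio was 8.31 (7.39 to 9.33, Fisher's exact test over sites, two-sided, with a p below 1e-300). By membership in the depleted list the shares were 84.9% and 47.8%. Because sites with Pcl3 were also the stronger ones, the odds ratio was recomputed within deciles of the Suz12 p-value and was 2.19 (1.88 to 2.54, Mantel-Haenszel estimate, chi-squared test, n = 8876 sites, p = 2.81e-26). This is an average over deciles that differed (Breslow-Day chi-squared test of equal odds ratios across deciles, n = 8876 sites, p = 4.17e-08). It was 2.27 (1.93 to 2.67) in the 5 weakest deciles and 1.78 (1.18 to 2.67) in the 5 strongest. By membership in the depleted list, a rule chosen after the data were seen, the pooled odds ratio was 1.10 (0.927 to 1.30, chi-squared test, n = 8876 sites, p = 0.312). It was 0.985 (0.818 to 1.19) in the 5 weakest deciles and 1.74 (1.17 to 2.61) in the 5 strongest. The split of the deciles was also chosen after the data were seen.

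**Figure D3:**
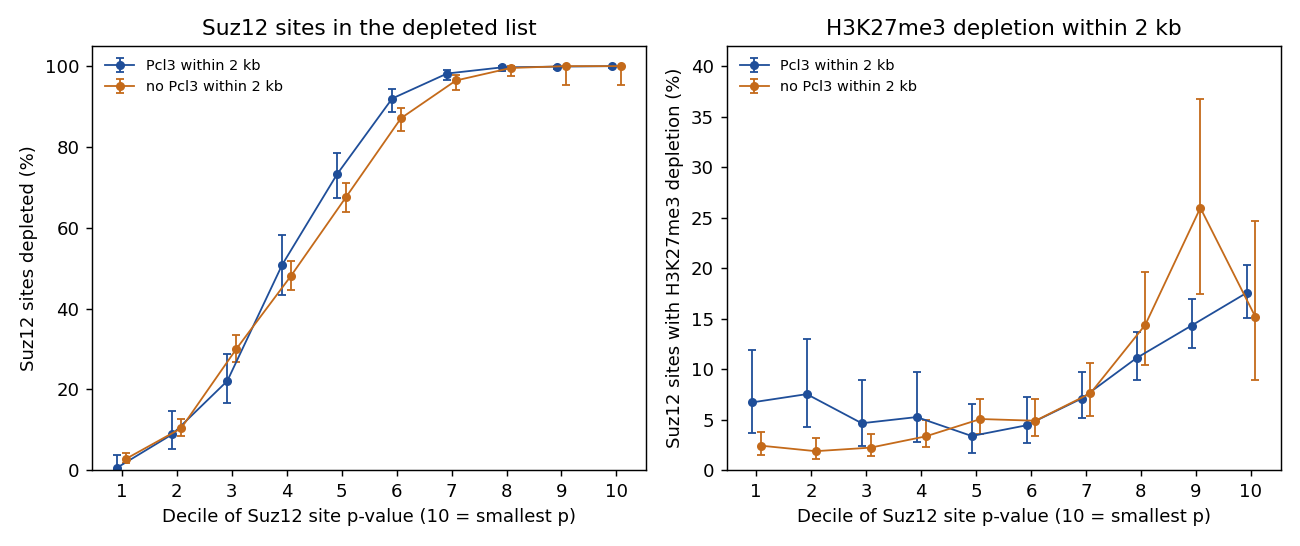
Percent of Suz12 sites in the Suz12-depleted list (left) and percent with an H3K27me3-depleted site within 2 kb (right), by decile of the Suz12 p-value, for sites with Pcl3 within 2 kb (blue) and without (orange); points are percents and lines are 95% Wilson intervals over sites. In the strongest decile 100% of the sites of both groups are in the depleted list.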

Upon *Pcl3* knockdown, 84% of Pcl3 binding regions showed decreased Suz12 binding, whereas less than half of regions not bound by Pcl3 showed decreased Suz12 binding (Figure 5C–5E). In addition, Pcl3 binding regions showed a near two-fold enrichment for decreased H3K27me3 upon *Pcl3* knockdown, as compared to regions not bound by Pcl3 (Figure 5E). 

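An H3K27me3-depleted site lay within 2 kb of 428 of the 3989 Suz12 sites with Pcl3, or 10.7% (95% Wilson interval 9.81% to 11.7%), and of 226 of the 4887 without, or 4.62% (4.07% to 5.25%). The ratio of the shares was 2.32 (Fisher's exact test over sites, two-sided p = 8.57e-28). Within deciles of the Suz12 p-value the pooled ratio was 1.01 (Mantel-Haenszel, chi-squared test, n = 8876 sites, p = 0.938), an average over deciles that differed. In a split chosen after the data were seen, the odds ratio was 1.74 (1.22 to 2.47) in the 5 weakest deciles and 0.803 (0.630 to 1.02) in the 5 strongest (Breslow-Day chi-squared test of equal odds ratios across deciles, n = 8876 sites, p = 3.08e-05). Where sites had to share at least 1 bp, also chosen after the data were seen, the pooled ratio reversed to 0.734. The odds ratio was then 0.601 (0.328 to 1.10) in the 5 weakest deciles and 0.743 (0.561 to 0.985) in the 5 strongest, with no difference found across deciles (Breslow-Day chi-squared test, n = 8876 sites, p = 0.585). From the higher frequency of both kinds of loss at Pcl3 sites, the paper concludes that Pcl3 promotes Suz12 binding and PRC2 function.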

ChIP-qRT-PCR for Pcl3 confirmed that Pcl3 bound to many of the same genes that exhibited decreased Suz12 binding and H3K27me3 upon *Pcl3* knockdown (Figure 4F and Figure 5F). These data indicate that genes bound by Pcl3 are nearly twice as likely to have reduced Suz12 binding and H3K27me3 upon *Pcl3* knockdown. Thus, Pcl3 not only co-localizes with Suz12 at many PRC2 targets, but also promotes Suz12 binding and PRC2 function.

### Pcl3 regulates gene expression at a subset of PRC2 targets

Inhibition of PRC2 core components and complete abrogation of H3K27me3 dramatically alter gene expression, whereas inhibition of accessory proteins such as Jarid2 result in more modest changes [22], [29], [30], [40]. To test whether Pcl3 affects gene expression, multiple scramble and *Pcl3* shRNA clones were analyzed by microarray. Nearly 130 genes displayed altered expression upon *Pcl3* knockdown. Unexpectedly, given that PRC2 functions to repress gene expression, nearly three times as many genes were down-regulated upon *Pcl3* knockdown as were up-regulated (Table S1). Notably, we identified more than half of the upregulated genes as PRC2 targets, which correlated well with depleted Suz12 binding and H3K27me3 (Figure S6B). We confirmed the microarray data by measuring gene expression by qRT-PCR for several genes (Figure 6SA).

Given that *Pcl3* knockdown increases the proportion of differentiated cells, we tested whether the presence of differentiated cells masked changes in ESC gene expression by pre-plating twice to remove differentiated cells. Microarray analysis revealed that approximately 120 genes showed differential expression in the *Pcl3* shRNA cells compared to control after removal of differentiated cells (Table S2). qRT-PCR assessment of a subset of the affected genes confirmed the microarray results (Figure S6B). Of these Pcl3-regulated genes, almost two thirds were up-regulated upon Pcl3 depletion. While these results demonstrate that Pcl3 participates in the repression of genes in ESCs, only a few of these genes also displayed decreased Suz12 binding and H3K27me3 levels (i.e., *Hand1*, *Acta1*, and *Pmp22*) (Table S2, Figure 4E–4F and Figure S6B) which may be attributable to the necessity of culturing *Pcl3* shRNA ESCs for an extended time before subjecting them to microarray analysis.

### Pcl3 regulates Suz12, but not complex stability

Loss of core PRC2 components can destabilize the complex [25], [29]. To assess whether loss of Pcl3 affects complex stability, we tested whether the complex could form in the absence of Pcl3. All components, Suz12, Ezh2, and Eed, were found by co-immunoprecipitation to bind each other in both scramble and *Pcl3* shRNA-expressing cells, suggesting that Pcl3 is not required for assembly or stabilization of the core complex (Figure 6A).

**Figure 6:**
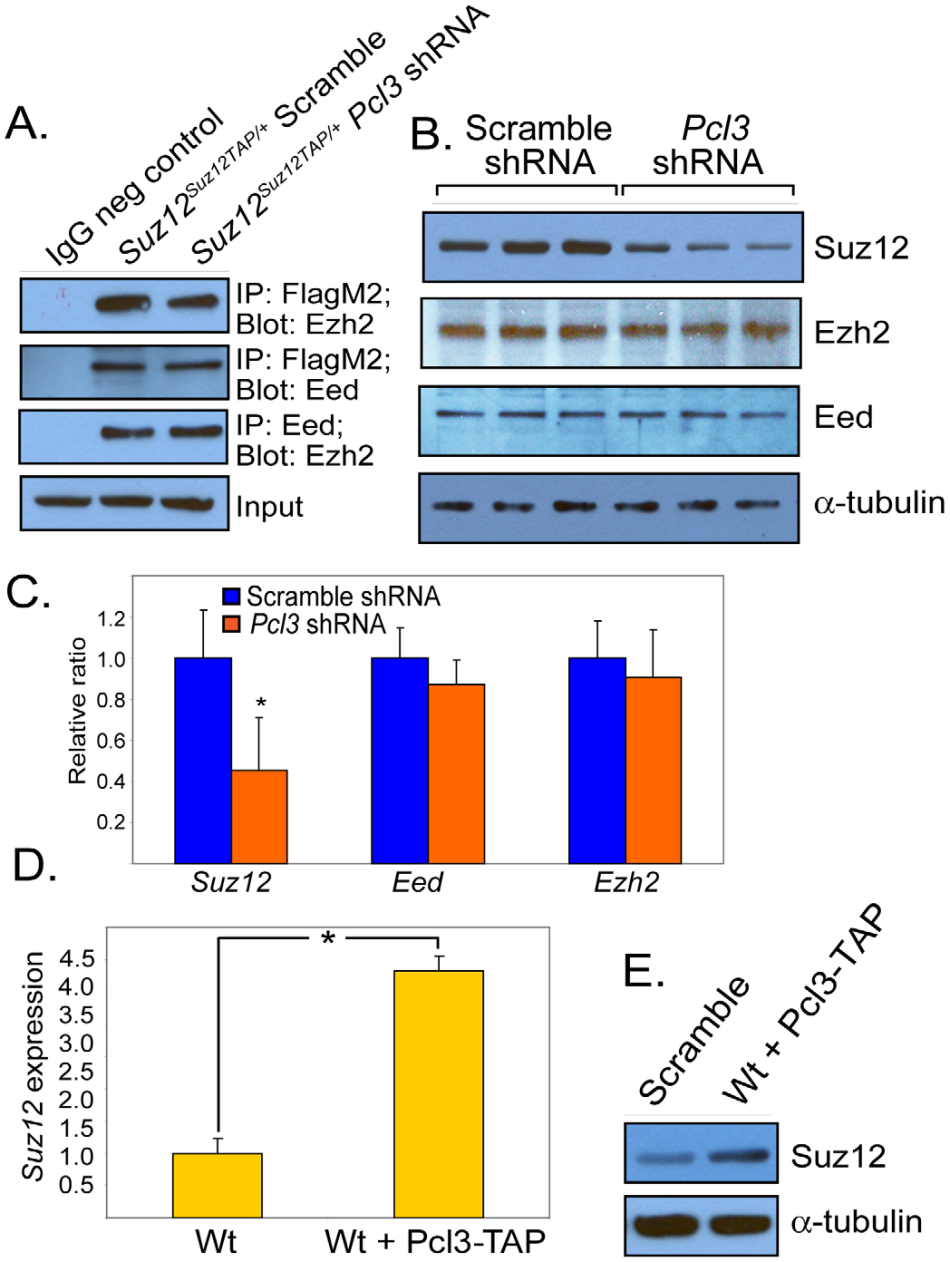
Pcl3 regulates Suz12, but not complex stability. (A) PRC2 components associate in the absence of Pcl3 based on co-immunoprecipitation. β-actin used as a loading control. (B) Protein levels of Suz12, Ezh2, and Eed in scramble and *Pcl3* shRNA clones as measured by immunoblot. Experiments were performed with 3–6 scramble and *Pcl3* shRNA clones each. (C) Expression levels of *Suz12*, *Ezh2*, and *Eed* in scramble and *Pcl3* shRNA measured by qRT-PCR. (D) *Suz12* mRNA levels measured by qRT-PCR in wild type and *Pcl3* overexpressing cells. (E) Suz12 protein levels in wild type cells and wild type cells overexpressing *Pcl3-TAP*. All immunoblot and co-immunoprecipitation experiments were performed 2–5 times. All expression analysis represents three experiments assayed in quadruplicate. Error bars represent standard deviation, and asterisk indicates statistical significance of *p*<0.005.

To determine whether depleting Pcl3 influences levels of PRC2 components, we assessed the quantity of PRC2 core components in *Pcl3* shRNA-treated ESCs. Interestingly, suppression of *Pcl3* significantly lowered Suz12 mRNA and protein levels without affecting levels of Eed or Ezh2, suggesting that Pcl3 regulates *Suz12* (Figure 6B–6C). Overexpressing Pcl3 caused a concomitant increase in Suz12 mRNA and protein levels (Figure 6D–6E). As *Suz12* is not a known PRC2 target and Pcl3 is not enriched at the *Suz12* locus, effects on *Suz12* expression by Pcl3 are likely indirect (Figure S6D) [7], [75], [76].

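The Suz12 gene lies on chromosome 11 of mm9 from 79806608 to 79847625 on the plus strand. No Pcl3 site lay within 2 kb of its start, and the nearest was 160893 bp away. The nearest Suz12 site was 18508 bp from the start, and the nearest H3K27me3-depleted site 160593 bp.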

### The Tudor domain of Pcl3 is critical for its function

Polycomb-like proteins contain three domains, an amino-terminal Tudor domain and two carboxy-terminal PHD fingers (Figure 7A). Although the carboxy PHD finger of Pcl2 promotes PRC2 recruitment, the Tudor domain and amino PHD finger of Pcl2 are not required for its regulation of PRC2 [41], [77]. In contrast, the Tudor domain and carboxy-terminal PHD finger of human Pcl3 are important for binding Ezh2 and self-association [53].

**Figure 7:**
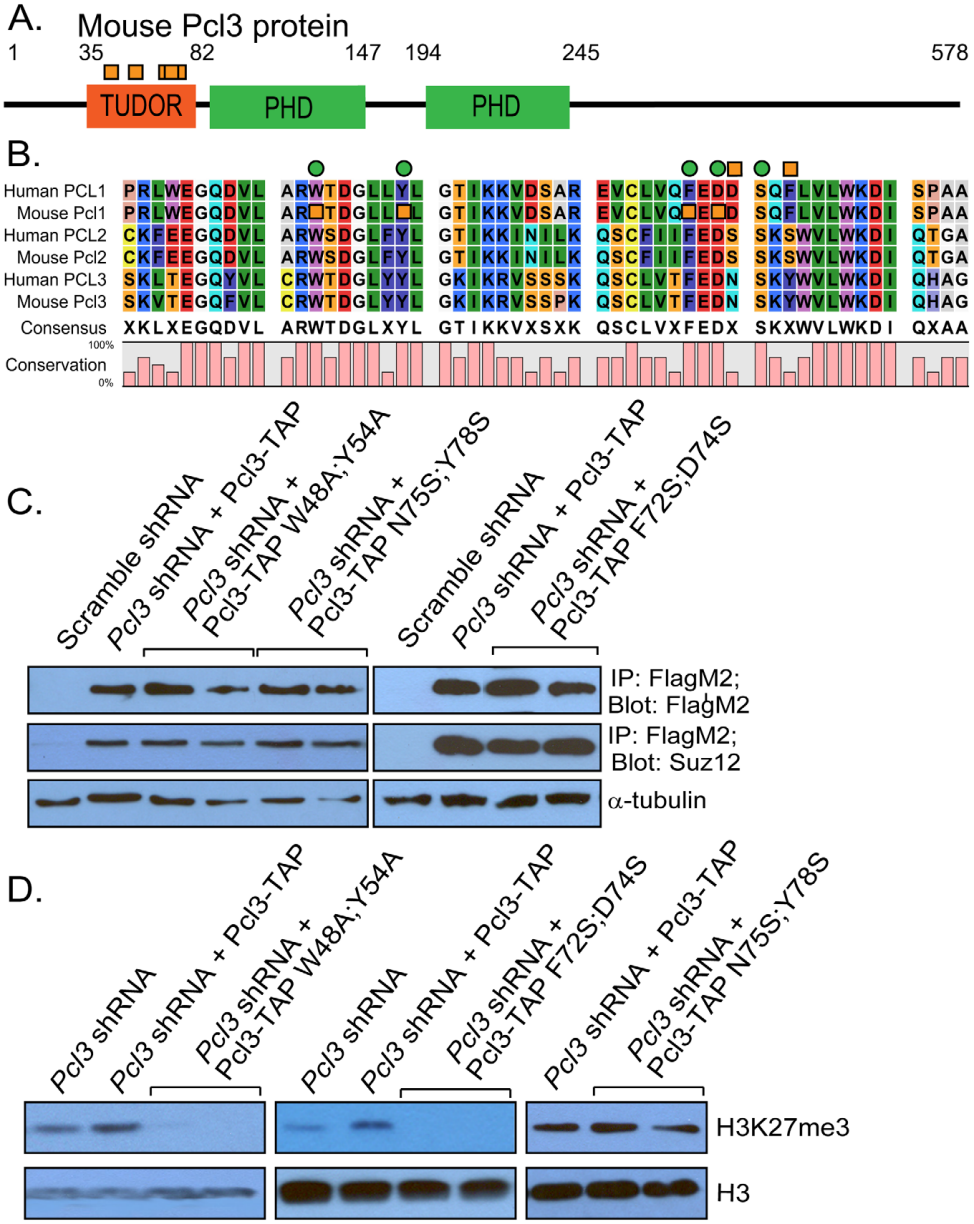
Pcl3 requires Tudor domain residues for function. (A) Schematic of Pcl3 architecture including Tudor and PHD domains. Size of domains are indicated by amino acid number, but schematic is not to scale. Orange boxes indicate mutated residues. (B) Sequence alignment of the Tudor domain of human and mouse Polycomb-like homologues. Bottom graph indicates the degree of conservation at each residue. Green circles indicate putative histone binding sites. Orange squares indicate mutated residues. (C) Mutant Pcl3-TAP protein is detected at similar levels to wild type Pcl3-TAP by immunoprecipitating and probing with anti-FlagM2. Mutant Pcl3-TAP can bind Suz12 as well as wild type Pcl3-TAP by co-immunoprecipitation. (D) Pcl3-TAP W48A;Y48A and Pcl3-TAP F72S;D74S do not support H3K27me3 whereas Pcl3-TAP N75S;Y78S does. Immunoblot displaying H3K27me3 levels in histones purified from cells expressing *Pcl3* shRNA, *Pcl3* shRNA with Pcl3-TAP, and *Pcl3* shRNA with mutant Pcl3-TAP. Histone H3 and α-tubulin were used as loading controls. Each lane represents a different clone. All westerns and immunoprecipitations were performed 3–4 times with at least two clones from each mutant.

NMR studies indicate that the Drosophila Polycomb-like Tudor domain lacks a complete aromatic cage, needed to bind methylated lysines or arginines on histones [78]. Interestingly, a comparison of Drosophila Pcl Tudor domain sequence to those of mammalian Pcl Tudor domains suggests that mammalian Polycomb-like proteins may be able to form complete aromatic cages [78]. In particular, the conserved residues W48,Y54, F72, D74, and S76 are implicated in histone binding (Figure 7A–7B) [78]. To ascertain if these Tudor domain residues are required for Pcl3 function, we mutated two sets (W48;Y54 and F72;D74), as well as a control set of residues (N75;Y78) within Pcl3-TAP (Figure 7A–7B) [78]. These mutant forms of Pcl3 were expressed in *Pcl3* knockdown ESCs to see if they could rescue H3K27me3 levels as well as wild type Pcl3-TAP (Figure 7C). Similar to wild type Pcl3-TAP, Pcl3-TAP N75S;Y78S was able to promote H3K27me3 formation (Figure 7D). In contrast, Pcl3-TAP W48A;Y54A and Pcl3-TAP F72S;D74S did not restore H3K27me3 formation (Figure 7D). Thus, W48;Y54 and F72;D74, two pairs of residues implicated in histone binding, are necessary for Pcl3 function, while the control N75;Y78 pair is dispensable.

To discern whether these Tudor domain residues are necessary for Pcl3 incorporation into PRC2, we assessed whether Suz12 co-immunoprecipitated with Pcl3-TAP W48A;Y54A, Pcl3-TAP F72S;D74S, and Pcl3-TAP W48A;Y54A. All mutant forms of Pcl3 associated with Suz12, indicating that these residues are not required for binding PRC2 (Figure 7C). Thus, W48;Y54 and F72;D74 are essential for Pcl3 promotion of H3K27me3 formation, but not for Pcl3 incorporation into PRC2.

### Pcl3 and Pcl2 are part of distinct PRC2 complexes with overlapping targets

While Pcl1 is minimally transcribed in ESCs, Pcl2 is highly expressed and binds a subset of PRC2 target genes [41]. To assess whether depletion of Pcl3 affects Pcl1 or Pcl2, we measured *Pcl1* and *Pcl2* expression in scramble and *Pcl3* knockdown ESCs. Pcl1 was expressed at extremely low levels but showed no difference upon *Pcl3* knockdown (Figure 8A). Likewise, we found that *Pcl2* levels were similar between scramble and *Pcl3* shRNA-treated ESCs (Figure 8A).

**Figure 8:**
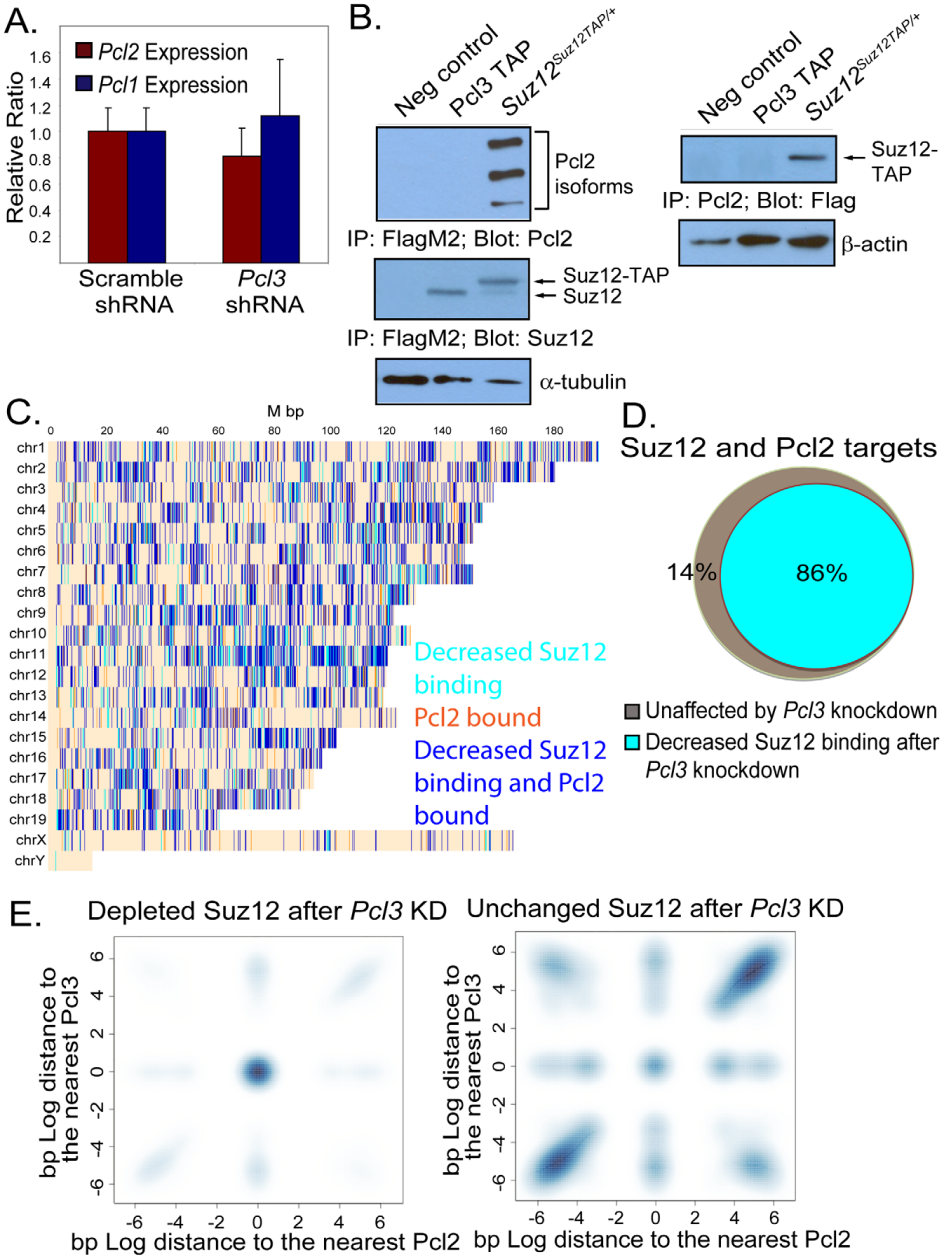
Pcl3 and Pcl2 participate in separate PRC2 complexes but overlap at many PRC2 binding sites. (A) *Pcl2* and *Pcl1* mRNA levels are not significantly different between scramble and *Pcl3* shRNA cells. Graph represents average expression from three different experiments in 2–6 different clones and assayed in quadruplet. Error bars indicate standard deviation. (B) Co-immunoprecipitation showing that immunoprecipitated Suz12-TAP associates with Pcl2 whereas immunoprecipitated Pcl3-TAP does not. Pcl3-TAP does bind Suz12 as seen in the lower blot. α-tubulin was used as a loading control. Reciprocal co-immunoprecipitations showing a Pcl2-specific association with Suz12-TAP but not an association between Pcl2 and Pcl3-TAP. β-actin was used as a loading control. Each blot is representative of three different experiments. (C) Graph depicts chromosome-wise distributions of Pcl2 co-localization with sites depleted of Suz12 following *Pcl3* knockdown (blue). Regions containing only Suz12 depletion and only Pcl2 binding are indicated in cyan and orange respectively. (D) Decreased Suz12 binding upon *Pcl3* knockdown occurs at 86% of targets bound by Suz12 and Pcl2 (Fisher test p-value<p<10^−300^). Of sites bound by Pcl2 and Pcl3, 95% show decreased Suz12 binding upon *Pcl3* knockdown. (E) Pcl2 and Pcl3 binding sites co-localize with regions of Suz12 depletion upon *Pcl3* knockdown (top), whereas Pcl2 and Pcl3 binding sites reside far from unaffected Suz12 binding sites (bottom). The figure shows the joint probability density of the nearest Pcl2 and Pcl3 locations relative to Suz12. Darker color represents higher probability density. Bivariate normal kernel density estimates were obtained by using the smoothScatter function in R. The distance coordinates were transformed to base pairs sign (Pcl2−Suz12) log_10_ |Suz12−Pcl2|, and similarly for Pcl3.

Although Pcl2 and Pcl3 are both expressed in ESCs, it is unclear if they participate in same complex or regulate the same genes. To assess whether Pcl3 and Pcl2 incorporate into the same complex or exist in distinct PRC2 complexes, we tested Pcl3 and Pcl2 association by co-immunoprecipitation. Flag immunoprecipitation confirmed that Pcl2 and Pcl3 both bind Suz12 (Figure 8B). However, Pcl3-TAP did not immunoprecipitate Pcl2, suggesting that Pcl2 and Pcl3 do not associate within the same PRC2 complex (Figure 8B). To substantiate these data, we performed the reciprocal immunoprecipitation and found that Pcl2 immunoprecipitated Suz12-TAP but not Pcl3-TAP. These findings indicate that Pcl2 and Pcl3 both interact with the core PRC2 complex, but not with each other, suggesting that Pcl2 and Pcl3 participate in distinct PRC2 complexes.

To elucidate whether Pcl3 and Pcl2 bind distinct or overlapping sets of targets, we compared our Pcl3 ChIP-seq data with previously generated Pcl2 ChIP-seq data and found that Pcl3 and Pcl2 binding overlaps at 60–70% of sites [41]. This extensive overlap raises the possibility that many genes may be regulated by both Pcl3 and Pcl2.

Like Pcl3, Pcl2 can promote PRC2 activity at some loci and in some cell types [41], [47], [77], [79]. To test whether Pcl2 can compensate for Pcl3 function, we analyzed whether Suz12 binding at Pcl2 targets was affected by Pcl3 depletion. Of sites bound by both Suz12 and Pcl2, 86% showed decreased Suz12 binding upon Pcl3 depletion (Figure 8C–8D), suggesting that Pcl2 cannot compensate for Pcl3 function at Pcl2 sites.

Unlike Pcl3, Pcl2 can either inhibit or promote PRC2 function [41], [47], [77], [79]. To further investigate the functional relationship between Pcl2 and Pcl3, we assessed Suz12 binding and H3K27me3 at regions bound by both Pcl2 and Pcl3. If Pcl2 and Pcl3 act redundantly to promote Suz12 binding, sites bound by both would not show significant decreases in Suz12 binding upon *Pcl3* knockdown as Pcl2 would be functional at these sites. Conversely, if Pcl2 hinders PRC2 binding while Pcl3 promotes PRC2 binding, Suz12 binding at shared Pcl2 and Pcl3 sites would be more dramatically reduced upon *Pcl3* knockdown, as Pcl3 would no longer be able to counterbalance Pcl2 function. Among regions bound by Suz12, Pcl2, and Pcl3, 95% showed Suz12 depletion upon *Pcl3* knockdown (Figure 8C–8D). Moreover, Pcl3-dependent Suz12 sites often co-localized with Pcl2 and Pcl3 binding, whereas Pcl3-independent Suz12 sites tended to be more distant from Pcl2 and Pcl3 binding sites (Figure 8E). In addition, 88% of Pcl2 and Pcl3 shared sites showed diminished H3K27me3. Thus, these data suggest that not only does Pcl2 not compensate for Pcl3, but also that Pcl2 may hinder Suz12 binding and H3K27me3 at Pcl2 and Pcl3 shared binding sites.

### Pcl2 and Pcl3 co-localize with Suz12 at CpG islands

Polycomb repressive elements (PREs), binding sites that recruit Polycomb proteins, have been well-described in Drosophila, but few have been found in mammals [80]–[84]. Nevertheless, mammalian PRC2 is known to preferentially bind CpG islands [13], [19], [85]. Similarly, we found that 86% of Pcl2 and Pcl3 co-localization sites were found in CpG islands [13], [41], [86]. To assess whether distinct DNA sequence motifs required for Pcl2 and Pcl3 recruitment exist, we searched for sequence features that can discriminate DNA sequences in genomic regions bound by both Pcl2 and Pcl3. We scanned 500 base pair regions surrounding Pcl3 ChIP-seq peaks for prevalent DNA sequences and identified two enriched 10- and 14-mer motifs (Figure 9A). 

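The 500 bp around the center of each Pcl3 site were searched in mm9 for GCGCGC, 3 consecutive GC dinucleotides. It was present at 33.7% of the 5242 Pcl3 sites (95% Wilson interval 32.5% to 35.0%) and at 2.17% of positions 10 kb downstream of them. Among Suz12 sites it was present at 40.5% of those with Pcl3 (39.0% to 42.0%) and at 35.0% of those without (33.6% to 36.3%). The search used this sequence alone, not the scoring matrix of Figure 9.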

Motif 1 consisted of three consecutive G-C dinucleotides with two nucleotides on either side containing modest GC enrichment. Motif 2 contained two G-C-rich regions separated by seven nucleotides with little to no GC enrichment. Thus, motifs commonly found in Pcl2 and Pcl3 binding regions contain short GC sequences surrounded by dissimilar sequence.

**Figure 9:**
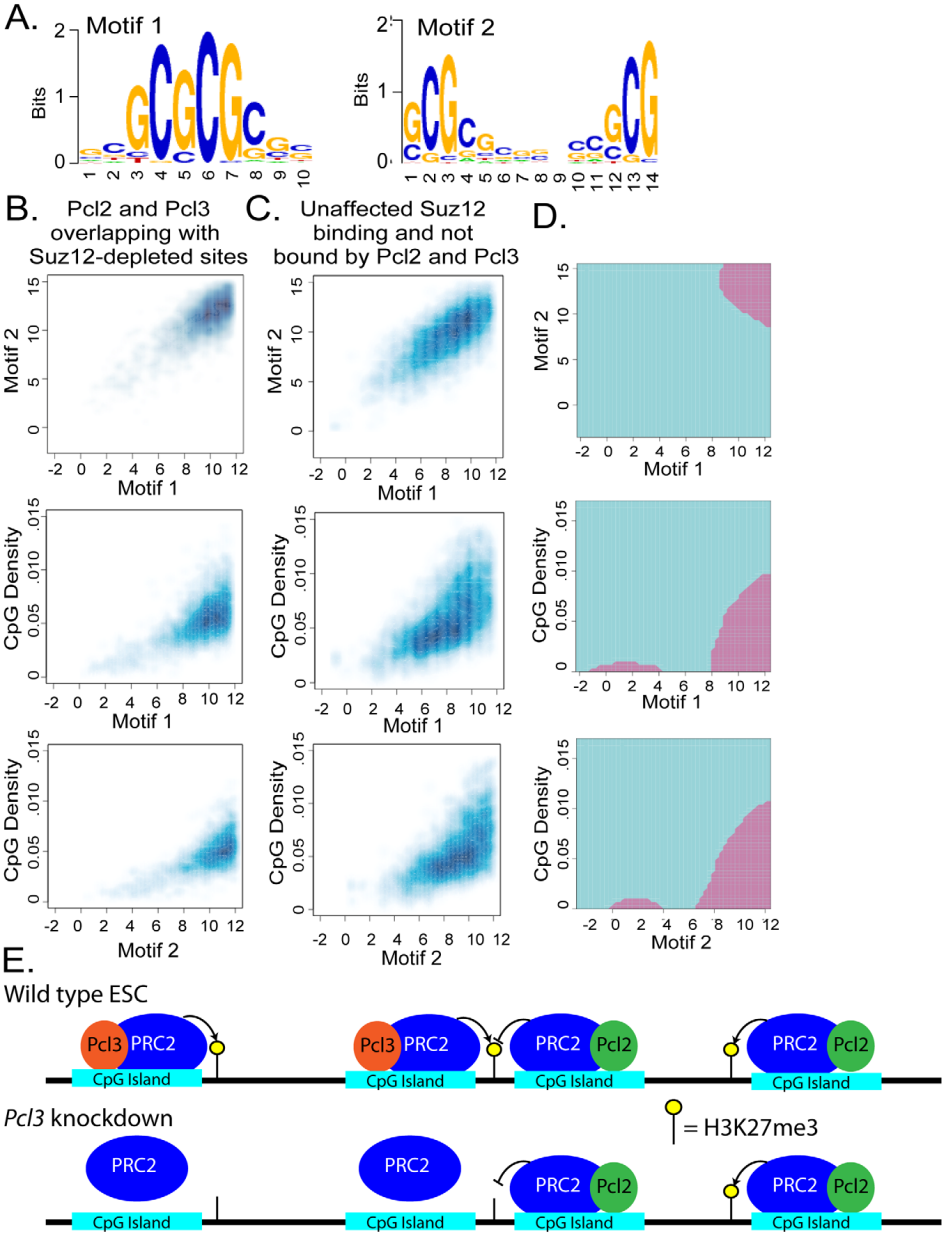
Pcl2 and Pcl3 localize to CpG islands. (A) The 500 bp central regions of Pcl3 ChIP-seq peaks were scanned for enriched motifs by using a 9th order Markov background dependence model [86]. Two examples of 10- and 14-mer enriched motifs are shown. (B–C) Smoothed scatter plots of maximum position specific-scoring matrix (PSSM) scores for the two motifs and CpG density are shown for (B) Suz12 binding sites depleted upon *Pcl3* knockdown overlapping with Pcl2 and Pcl3 and (C) Suz12 binding sites unaffected upon *Pcl3* knockdown and that do not overlap with Pcl2 and Pcl3. (D) Shown are the decision boundaries of a support vector machine classifier using these three features, where the purple regions correspond to Suz12 co-localizing with Pcl2 and Pcl3. The predictor had a cross validation accuracy of 75%. (E) A model of Pcl3 and Pcl2 regulation of PRC2 binding and activity. In wild type ESCs, Pcl3 promotes PRC2 binding and H3K27me3. Pcl2 antagonizes Pcl3-mediated Suz12 binding at sites bound by both but promotes PRC2 function at sites solely regulated by Pcl2. Knockdown of *Pcl3* causes decreased PRC2 binding and H3K27me3. Pcl2 does not compensate at Pcl2 and Pcl3 targets and continues to inhibit or promote PRC2 function depending on the gene.

To assess whether these motifs were predictive of Pcl2 and Pcl3 binding sites, Pcl3-dependent Suz12 binding sites or CpG islands, we constructed a position specific scoring matrix (PSSM) for each motif. The occurrence of motifs 1 and 2 correlated more tightly with Pcl3-dependent Suz12 binding sites that co-localize with both Pcl2 and Pcl3 binding sites than with Suz12 sites that are not associated with Pcl2 and Pcl3 binding, nor depend on Pcl3 activity (Figure 9B–9C). In addition to the maximum PSSM scores, we also computed the CpG density of each site and used these three sequence features to build a support vector machine classifier to help predict whether specific motifs would co-localize with Pcl2 and Pcl3 binding and areas of Suz12 depletion following *Pcl3* knockdown (Figure 9D). The classifier had cross-validation accuracy of 75%, indicating that CpG density, Motif 1, and Motif 2 together account for the majority of Pcl3-dependent PRC2 binding. Even though the vast majority of Pcl2 and Pcl3 binding sites were found in CpG islands, they seemed to avoid regions with the highest CpG density, concordant with the moderate GC content of the motif sequences (Figure 9B–9D). These data indicate that Pcl2 and Pcl3 may utilize specific binding motifs to recruit PRC2 to form H3K27me3 at CpG islands.

## Discussion

In an effort to understand the mechanisms that regulate PRC2, we have discovered that a PRC2 interacting protein, Polycomb-like 3, promotes ESC self-renewal and mediates PRC2 binding at a number of targets genes. In ESCs, Pcl3 promotes the expression of multiple markers of pluripotency. Consistent with a functional role for Pcl3 in PRC2, Pcl3 also promotes H3K27me3 formation. ChIP-seq analyses revealed that diminished Pcl3 decreased Suz12 binding, particularly in regions where Pcl3 co-localizes with Suz12, suggesting that one way that Pcl3 promotes PRC2 activity is by mediating PRC2 binding to chromatin. Pcl3 likely resides in a PRC2 complex distinct from that which incorporates its paralog, Pcl2, but both PRC2 complexes have overlapping targets predominantly at CpG-rich regions. Despite their overlap and homology, Pcl2 cannot compensate for Pcl3 and may inhibit PRC2 at shared genes, as regions of Pcl2 and Pcl3 co-binding show the most significant reduction in Suz12 binding upon *Pcl3* knockdown.

Pcl3 likely has a direct role in promoting PRC2 binding at select targets, as it 1) biochemically interacts with PRC2, 2) binds to genomic regions overlapping with Suz12, and 3) is predominantly required for genomic Suz12 binding at Pcl3 binding sites. This co-occurrence and dependence of PRC2 on Pcl3 suggests that the biochemical interaction of Pcl3 with PRC2 underlies its role in PRC2 binding. In addition to this direct role for Pcl3 in PRC2 binding to chromatin, the reduction in Suz12 binding upon *Pcl3* knockdown may also be partially attributable to decreased Suz12 levels. Suz12 is not known to be regulated by PRC2 and Pcl3 does not bind the *Suz12* locus, indicating that this regulation of Suz12 by Pcl3 is likely to be indirect.

Many bivalent genes are involved in regulating ESC differentiation [8]–[15]. However, we observed that Pcl3 promotes ESC self-renewal, but is not required for differentiation into cell types of all germ layers. As we have found that Pcl3 promotes H3K27me3 at a subset of bivalent genes, it is possible that Pcl3 predominantly represses bivalent genes involved not in cell fate decisions in differentiating cells, but in genes that promote differentiation itself. Thus, Pcl3 depletion would derepress genes that promote differentiation, leading to specific defects in self-renewal. Conversely, Pcl3 overexpression may lead to increased self-renewal by repressing genes involved in differentiation that inhibit the expression of self-renewal genes such as *Nanog*.

Consistent with this idea, we found that inhibiting Pcl3 function increased H3K4me3 levels and expression at some but not all bivalent genes. Pcl3-dependent H3K4me3 may regulate be the genes that promote differentiation upon Pcl3 inhibition. Thus, diminishment of Pcl3 does not derepress all PRC2 targets, but instead may derepress a specific subset that restrain ESC differentiation.

PRC2 is recruited to chromatin by multiple mechanisms including interactions with CpG islands, non-coding RNAs, and histone binding proteins [36], [38], 39,87–89. Our analysis of Suz12 and Pcl3 binding sites revealed that they associate with CpG-enriched regions, particularly two CpG-rich DNA sequence motifs. These motifs contained GC rich regions surrounded by areas with minimal GC content, indicating that Pcl proteins do not associate with the most GC-rich regions, but rather with regions of moderate GC content and containing motifs 1 or 2. Our support vector machine classifier supported these findings by showing that Pcl2 and Pcl3 binding sites that overlap with Pcl3-dependent Suz12 bound sites localize in areas with moderate CpG density. The finding that Pcl proteins associate with CpG islands is consistent with prior observations that PRC2 binds to CpG islands and demonstrates that Pcl3 may participate in PRC2 recruitment to CpG islands [13], [19], [85].

Pcl proteins contain multiple domains by which they can associate with chromatin, including a Tudor domain and two PHD fingers implicated in recognizing methylated or unmethylated histone lysines or arginines [90]–[92]. Recent work has implicated several residues of the Pcl Tudor domain in histone binding [78]. Mutating two sets of these Pcl3 Tudor domain residues revealed that they are essential for Pcl3-dependent PRC2 activity. As these mutant forms were able to incorporate into PRC2, they may be acting as dominant negatives and poisoning the complex or as loss-of-function mutants by creating less-functional complexes. Thus, these mutants may perturb PRC2 function through inhibition of complex recruitment to histones or by decreasing PRC2 methyltransferase activity.

Two other paralogs of Pcl exist in mammals. Pcl1 is expressed minimally in ESCs, and Pcl2 has been implicated in either promoting or inhibiting PRC2 in a gene- and cell type-dependent manner [41]. In ESCs, Pcl2 restrains PRC2 activity globally, and in MEFs, Pcl2 inhibits PRC2 recruitment to certain loci [41], [47], [77]. In an effort to understand the relationship between these paralogs, we found that Pcl2 and Pcl3 do not associate and likely participate in separate PRC2 complexes, which both bind a subset of PRC2 targets. If Pcl2 and Pcl3 both promoted PRC2 binding and activity at these targets, we might expect Pcl2 to compensate in Suz12 binding and H3K27me3 upon loss of Pcl3. Instead, we observed the greatest dependence of Suz12 binding on Pcl3 at regions also bound by Pcl2, suggesting that Pcl2 may inhibit PRC2 binding at these genes (Figure 9E).

It is unlikely that Pcl2 requires Pcl3 for activity as knockdown of *Pcl2* and *Pcl3* in ESCs results in opposite phenotypes, further suggesting that these two paralogs have distinct and opposing functions. For example, Pcl2 destabilizes Ezh2, whereas Pcl3 enhances Suz12 protein levels without affecting Ezh2 [41]. Moreover, Pcl2 and Pcl3 have opposite effects on ESC self-renewal and differentiation. Pcl2 inhibits expression of *Oct4*, *Sox2*, and *Nanog* and promotes ESC differentiation [41]. In contrast, Pcl3 promotes *Oct4* and *Nanog* levels and ESC self-renewal. Finally, whereas the Tudor domain of Pcl2 is dispensable for its function, the Pcl3 Tudor domain is essential for mediating PRC2 activity [41].

Despite its global requirement to restrain H3K27me3 levels in ESCs, Pcl2 can promote H3K27me3 and PRC2 binding at certain sites [41], [47]. Pcl2 and Pcl3 overlap at approximately 65% of sites, indicating that each binds separately at a third of their sites. While our data indicates that Pcl3 and Pcl2 function oppositely at Pcl2 and Pcl3 targets, one possibility is that Pcl2 promotes PRC2 activity at regions devoid of Pcl3 (Figure 9E) [41].

Based on these data, we propose that Pcl2 and Pcl3 have opposing functions on PRC2 binding and activity at sites they co-regulate (Figure 9E). At sites that Pcl2 and Pcl3 individually regulate, each may both promote PRC2 binding. Upon loss of Pcl3, sites dependent upon Pcl3 for promoting PRC2 function lose H3K27me3, and this loss may be exacerbated by negative regulation of PRC2 by Pcl2 at sites that Pcl2 and Pcl3 regulate together (Figure 9E). Thus, Pcl2 and Pcl3 may function antagonistically at shared sites, but promote H3K27me3 at sites regulated by a single Pcl (Figure 9E). This model predicts that the minority of sites at which Pcl2 promotes H3K27me3 levels will be regions not bound by Pcl3. The model does not resolve how Pcl2 could promote PRC2 activity at regions where Pcl3 does not bind, but could inhibit PRC2 activity at shared sites upon Pcl3 knockdown. One possibility is that regions of Pcl2 and Pcl3 co-occupancy are characterized by an inhibitory PRC2 activity independent of Pcl2.

Both bivalency and gene repression at CpG promoters are dependent on PRC2 activity. In ESCs, CpG promoters may be poised for activation, reflected by their ability to bind RNAPII even when inactive [93]. Pcl3-mediated deployment of PRC2 at CpG islands may be one mechanism by which these poised CpG promoters are kept in check in ESCs. When cell type-specific promoters are being repressed during development, Pcl3 may promote PRC2 binding at many of these same CpG islands in ways that recruit PRC1 to ensure more permanent transcriptional silencing.

Understanding how Pcl proteins regulate PRC2 at specific genes may also be critical to elucidating gene misregulation during cancer. Many cancers show a global silencing at gene promoters, particularly at CpG islands [94], [95]. Ezh2 is one of the most commonly misregulated genes in cancer, and recent work has shown that Pcl3 is misregulated in diverse cancers as well [34], [96]. Similar to our findings in ESCs, Pcl3 upregulation in cancer cells may promote PRC2 recruitment, inhibiting the expression of genes that inhibit self-renewal, and leading to inappropriate cell proliferation. Thus, studying the role of Pcl3 in PRC2 function in ESCs may provide insight into how Pcl3 up-regulation returns cancer cells to transcriptional states and self-renewal capacities similar to those of ESCs.

## Materials and Methods

### Tissue culture

Mouse E14 embryonic stem cells were grown as described previously [54], [97]. Bay Genomics gene trap line XG122 was used for the establishment of *Suz12^Suz12TAP/+^* ESCs [54].

### Lentiviral infection

ESCs were trypsinized and 1 ml of cells at 10^5^/ml were plated into one well of a 6-well plate along with 15 µl of concentrated lentivirus (Open Biosystems RMM4534 and Sigma SHC002). The plate was shaken every ten minutes for one hour and then incubated overnight at 37°C. Media was changed the next day and selection was started (2 µg/ml puromycin, 50 µg/ml zeocin). Cells were selected for six days, clones were picked, and knockdown was assessed. Five different *Pcl3* shRNA lentiviral constructs were tested and all gave similar results.

### Transfection

Cells were transfected using Lipofectamine 2000 (Invitrogen 11668-019). Briefly 0.5 µg of DNA was combined with 1 µl of Lipofectamine in 50 µl of Optimem and incubated for 20 min. ESCs were trypsinized and 2×10^5^ were plated into a well of a 6-well along with Lipofectamine mixture. Cells were incubated for 18 hrs followed by media replacement. For siRNAs, 300 ng siRNA and 3 µl Lipofectamine in 300 µl of Optimem was used for the Lipofectamine mixture.

### In vitro prepared siRNA pools

Libraries of siRNAs were made as previously described [56], [57].

### Purification and mass spectrometry of Suz12

Suz12-TAP and bound proteins were purified and subjected to mass spectrometry as previously described [79].

### Histone purification

Histones were purified from ESCs as previously described [98].

### Immunoprecipitation and Western immunoblot

Cells were treated as previously described [99]. For Flag immunoprecipitation, 40 µl of FlagM2 resin (Sigma A2220) was added to 800 µg protein lysate overnight. All experiments were performed three or more times. *Pcl3* knockdown experiments contained at least two scramble and *Pcl3* shRNA clones.

### Antibodies

The list of antibodies used for immunoblotting and immunofluorescence is included in Text S1.

### Immunofluorescence and staining

Cells were plated on coverslips coated with poly-lysine and Matrigel (BD Biosciences) and stained as previously described [99].

### Expression analysis

Expression was assayed as described previously [99]. Expression levels are representative of three or more experiments using 2–6 different clones and assayed in quadruplet. Statistical significance was determined using an unpaired student's *t*-test. Primers for qRT-PCR and ChIP is included in Text S1.

### DNA mutagenesis

Point mutations were created using the Agilent site-directed mutagenesis kit (Quikchange II XL Site-Directed Mutagenesis, Agilent Technologies, 200522) and Quikchange primer design application.

### Alignment

Polycomb-like paralog alignment was performed using CLC sequence viewer (CLC Bio).

### Alkaline phosphatase activity assay

Alkaline phosphatase activity was determined by staining and using StemTag Alkaline Phosphatase Activity Kit (Cell Biolabs CBA-301). ESCs were plated with ES media containing LIF and allowed to grow to 80% confluency. For staining, ESCs were fixed in 0.5% glutaraldehyde and washed three times in HBS followed by three washes in AP buffer (100 mM Tris pH 9.5, 100 mM NaCl, 50 mM MgCl_2_). NBT/BCIP substrate was added and samples were incubated at 37° for 10 minutes. Reaction was stopped with 50 mM EDTA pH5.1 in PBS, and pictures were taken. For the StemTag colorimetric assay, cells were lysed, incubated with assay substrate, and assayed for absorbance. Experiment was performed in duplicate three independent times.

### Colony formation assay

ESCs were trypsinized, counted, and plated at 100 cells/well of a 6-well. After 8 days, colonies were stained with methylene blue and quantitated. For wild type and Pcl3-overexpressing cells, ESCs were grown in 5% of normal LIF concentration. Experiment was performed in duplicate four independent times.

### Teratoma formation

ESCs were trypsinized, counted, and prepared to a concentration of 6.7×10^6^ cells/ml. 300 µl (2×10^6^) cells were injected subcutaneously into severely combined immunodeficient (SCID) mice and allowed to form teratomas for 2–3 weeks. Tumors were removed and divided for paraffin sections, frozen sections, and RNA. Teratomas were formed from two clones each of scramble and *Pcl3* shRNA ESCs.

### Microarray

Sample preparation, labeling, and array hybridizations were performed according to standard protocols from the UCSF Shared Microarray Core Facilities and Agilent Technologies (http://www.arrays.ucsf.edu and http://www.agilent.com). See Text S1 for more detailed description. The microarray was performed in 2–6 clones from scramble and *Pcl3* shRNA ESCs.

### ChIP

ChIP-seq experiments were done as previously described with 500 µg of chromatin and 5 µg of antibody [100]. ChIP-qRT-PCR experiments were performed at least two times with 10^7^ ESCs and 10 µg of antibody. Antibodies used for immunoprecipitation include anti-H3K27me3 (Upstate, 07-449), anti-Flag M2 (Sigma, 088k6018), anti-Flag M2 (Cell Signaling, 2368), anti-Suz12 (Upstate, 07-379), and anti-H3K4me3 (Millipore clone MC315 04-745) antibodies. More detailed descriptions are included in Text S1.

### ChIP-seq analysis

The data consisted of short reads from single-end 30-nucleotide sequencing. The short reads were aligned to the reference mouse genome (version MM9) by using bowtie with the parameters -n 2 -y –best -m 1 [62]. The summary of alignment results is provided in Figure S4A. Paired samples were normalized by equalizing the number of reads in the background: partial sums of order statistics of binned read counts in paired samples were computed, and the ratios of the partial sums were plotted as a function of the quantile cutoff in the sum (Figure S4B). The point where the curve deviates significantly from linearity was found by fitting a linear regression using half of the data between the 10th and 60th quantile and by finding the first point that deviates from the linear regression line by more than 3 standard deviations of the estimated error. The ratio of partial sums at this critical point was used to scale the read density in one of the samples. The significance of the difference in read counts was assessed by using the Skellam distribution as a null model. We used 400 bp running windows to scan the genome. A *p*-value cutoff of 10^−7^ was used to call significant windows, because this cutoff roughly corresponds to an adjusted *p*-value of 0.05 based on the method of Poisson clumping heuristic for approximating the probability of locally correlated rare events. The relation between the Skellam and adjusted *p*-values is given by *p*_Skellam_ = −log(1−*p*_adjusted_) E[C]/L, where L is the genome size, and E[C] the expected correlation length of Skellam *p*-values across adjacent windows. Overlapping significant windows were concatenated, and we report the new *p*-values recomputed in the joined windows. More detailed descriptions are included in Text S1.

### Gene density analysis

The MM9 mouse genome was partitioned into disjoint 1 Mbp bins. The log fold-change of normalized counts in paired ChIP-seq data with *Pcl3* knockdown or scramble was computed in each bin. Gene density was computed by counting the number of RefSeq genes in each 1 Mbp bin. Pearson correlation was computed between gene density and log fold-change across bins. In Figure 4B, we grouped the bins into units of 10; e.g., 10 denotes bins with gene density greater than or equal 0 and less than 10.

### Suz12 binding sites in miRNA promoters

To find miRNAs targeted by Suz12, we used a prior annotation of miRNA promoters [64]. The differential Suz12 binding levels shown in Figure 4D–4E were computed within Suz12 ChIP-seq peaks overlapping with the annotated promoters.

### Motif analysis

We used a greedy algorithm called LeitMotif which models the background nucleotide distribution with the 9^th^ order Markov dependence [86]. Motif lengths ranging between 6 and 15 were used for scanning. Top scoring motifs with length 10 and 14 were chosen for further analysis, because other motifs were either contained in or contained those two motifs. Sequences obtained from LeitMotif were aligned to produce the logos in Figure 9A and to generate the PSSM matrices used in Figure 9B–9D. A custom C code was used to scan the Suz12 sites with those PSSM matrices, assuming independent bases in the background. Support vector machine implemented in the e1071 R-package was used to classify the Suz12 binding sites with 10-fold cross validation.

### Accession number

The ChIP-seq data are available from Gene Expression Omnibus under access number GSE28325.

## Supporting Information

Figure S1 Suz12-TAP and Pcl3-V5 localize to the nucleus. (A) Schematic of recombination events performed to create *Suz12^Suz12TAP/+^*. The wild type endogenous allele is not pictured. Not to scale. (B) Staining of *Suz12^Suz12TAP/+^* with anti-FlagM2 (red), which overlays with nuclei stained with DAPI (blue). Scale bar 10 µm. (C) Suz12 expression levels in wild type, *Suz12^Gt/+^*, *Suz12^Rev/+^*, and *Suz12^Suz12TAP/+^* cell lines measured by qRT-PCR. Error bars indicate standard deviation. Asterisk denotes statistical significance of *p*<0.0001. Graph represents average expression of three different clones in three experiments assayed in quadruplet. (D) Wild type cells transfected with Pcl3-V5 and stained with anti-V5 (red). V5 staining overlays with nuclei stained with DAPI (blue). Scale bar 10 µm. Stainings were performed two times.
(TIF) Click here for additional data file.

Figure S2 Depletion of Pcl3 does not affect ESC differentiation to all three germ layers. (A) Protein levels of Pcl3 in scramble and *Pcl3* shRNA clones assessed by immunoblot of lysates immunoprecipitated and probed with anti-Pcl3. For a positive control, Pcl3-TAP was immunoprecipitated and probed for FlagM2. Each lane represents a different clone. (B) Immunofluorescent staining of scramble and *Pcl3*-shRNA treated ESCs with Oct4, and Nanog. DAPI marks nuclei. Taken at 20×. (C) Scramble and *Pcl3* shRNA ESCs stained for alkaline phosphatase activity. View of one well of a 6-well plate and magnified at 16×. (D) *Pcl3* mRNA levels as measured by qRT-PCR in wild type and *Pcl3* overexpressing cells. (E) Detection of Pcl3-TAP in wild type cells expressing *Pcl3-TAP* by immunoprecipitating and probing with anti-FlagM2. (F) Images of colonies stained with methylene blue formed from scramble and *Pcl3* shRNA cells. Experiment was performed five times with two clones each of scramble and *Pcl3* shRNA ESCs. (G) *Pcl3* expression in scramble and *Pcl3*-shRNA derived teratomas. Representative of eight teratomas. (H) Teratomas expressing scramble and *Pcl3* shRNA stained for the neural marker NeuN (green) and the neuron marker Tuj1 (red); muscle marker Actin (green); basal layer skin marker K14 (green). All images contain nuclear staining with DAPI (blue). Scale bar 20 µm. (I) Expression levels of *Nestin*, *T-brachyury* (*T-bra*), *Hnf4*, and *Pcl3* which represent neuroectoderm, mesoderm, endoderm, and knockdown respectively, in scramble and *Pcl3* shRNA expressing EBs. Experiment was performed with 3–6 clones. All immunoblots were performed 2–4 times, and α-tubulin was used as a loading control. All stainings were performed 2–3 times in 2–4 clones or teratoma samples. Expression analysis represents 3–4 experiments assayed in quadruplicate. Error bars indicate standard deviation and asterisks indicate statistical significance of *p*<0.005.
(TIF) Click here for additional data file.

Figure S3 Depletion of Suz12 and Pcl3. (A) Quantification of H3K27me3 depletion in *Pcl3* shRNA treated cells. Graph shows an approximate 80% decrease in H3K27me3 levels and represents ten experiments using 2–6 clones each. (B) qRT-PCR and (C) immunoblot indicating levels of Suz12 in cells treated with increasing amounts of *Suz12* siRNA 48 hrs and 72 hrs post-transfection. β-actin was used as a loading control. (D) Transfection with *Suz12* and *Pcl3* siRNAs causes decreased expression of *Suz12* and *Pcl3* respectively as measured by qRT-PCR. (E) Pcl3-TAP localizes to the nucleus as assessed by immunofluorescent overlay of FlagM2 (green) and DAPI (blue). E-cadherin (red) marks the cell membrane. Scale bar 10 µm. Expression analysis was performed 2–4 times and assayed in quadruplet. Error bars indicate standard deviation, and asterisks indicate statistical significance of *p*<0.005. Staining was performed twice with three different clones.
(TIF) Click here for additional data file.

Figure S4 *Pcl3* knockdown causes the most significant depletion of Suz12 and H3K27me3 on chromosome 11. (A) Number of sequenced and aligned reads for ChIP-sequencing. (B) Partial sums of order statistics of binned read counts in the scramble and *Pcl3* shRNA cells were computed, and their ratios are plotted for the Suz12 FlagM2 ChIP and H3K27me3 ChIP. The theoretical ratio of partial sums is almost linear when two samples are identically distributed, as shown by the red line. The blue vertical bar marks the quantile at which the ratio begins to deviate from linearity, and it effectively separates the background bins from ChIP-enriched bins. The ratio at this quantile was used to scale the Pcl3 ChIP-seq counts. (C) Boxplot comparing Suz12 binding sites to Marson et al. [64]. The most significant Suz12 binding sites identified in our dataset overlap with Marson et al. while the less significant binding sites make up the majority of the remaining sites not identified in Marson et al. ChIP score = −log p-value for Suz12 ChIP-seq/Input. (D) Graph of −log p-values indicates that the most significant Suz12 ChIP-seq binding sites are more likely to decrease following *Pcl3* knockdown, while sites unaffected by *Pcl3* knockdown are most often less significant Suz12 ChIP-seq binding sites. (E) Boxplot of log fold-changes in ChIP-seq read density within Suz12 binding sites. Suz12 binding and H3K27me3 in *Pcl3* knockdown ESCs were decreased on all chromosomes. Chromosome 11 was the most significantly depleted (Pair-wise Wilcoxon rank sum test p-value<1.3×10^−15^ for Suz12 binding sites; p-value<5.2×10^−14^ for H3K27me3). (F) Sites with decreased Suz12 binding upon *Pcl3* knockdown tend to be devoid of E2f1 [63] (Fisher test p-value = 9.5×10^−53^). (G) Suz12 ChIP-qRT-PCR indicating that at some sites Pcl3 depletion does not affect Suz12 binding. (H) ChIP-qRT-PCR for H3K4me3 in scramble and *Pcl3* shRNA ESCs. Error bars indicate standard deviation, and asterisks indicate statistical significance of *p*<0.04. ChIP-qRT-PCRs was performed 2–3 times and assayed in quadruplicate.
(TIF) Click here for additional data file.

Figure S5 Pcl3 co-localizes with Suz12. (A) Aligning Suz12 and Pcl3 ChIP-seq reads at Pcl3 peak centers shows genome-wide co-localization of Pcl3 with Suz12. (B) To estimate the percentage overlap between Suz12 and Pcl3 binding sites, a sensitivity analysis was performed by varying the Skellam distribution p-value cutoff for calling peaks, ranging between 10^−7^ to 10^−12^. The boxplot shows the percentage of Pcl3 peaks at each p-value cutoff found to be overlapping with Suz12 binding sites that pass the p-value cutoffs 10^−7^, 10^−8^, 10^−9^, 10^−10^, 10^−11^, and 10^−12^.

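With Suz12 and Pcl3 lists cut at p-values from 1e-07 to 1e-12, the percent of Pcl3 sites with a Suz12 site within 2 kb rose with the strictness of the Pcl3 cutoff. It was between 77.8% and 81.7% for the 5233 Pcl3 sites at 1e-07, and between 88.1% and 90.5% for the 3198 sites at 1e-12.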

(TIF) Click here for additional data file.

Figure S6 Pcl3 misregulates a subset of genes. (A, C) Relative expression of genes that either increased or decreased upon *Pcl3* knockdown as measured by qRT-PCR and microarray. Cells were collected following selection for Pcl3 depletion, approximately 3–4 weeks. Microarray and qRT-PCR were performed with 2–6 clones each for control and *Pcl3* knockdown ESCs. qRT-PCR analysis represents 2–3 different experiments performed with multiple clones and assayed in quadruplicate. For both graphs, error bars indicate standard deviation and data represents statistical significance of *p*<0.05. (A) Graph represents expression levels in ESCs that have not been pre-plated to remove differentiated cells. (B) Genes that show depleted Suz12 binding following *Pcl3* knockdown and that are misregulated by microarray analysis. Cells in (C) were pre-plated to remove differentiated cells and then expression was assessed. (D) Binding profile of Suz12 and Pcl3 at the *Suz12* locus. Turquoise puncta are background and not statistically significant.
(TIF) Click here for additional data file.

Table S1 Gene expression changes upon *Pcl3* knockdown by microarray. Microarray data indicating fold changes in gene expression in ESCs expressing *Pcl3* shRNA as compared to scramble shRNA ESCs. Comparison included six control samples and six *Pcl3* shRNA clones.
(XLS) Click here for additional data file.

Table S2 Gene expression changes in pre-plated *Pcl3* shRNA ESCs by microarray. Microarray data indicating fold changes in gene expression in pre-plated ESCs expressing *Pcl3* shRNA as compared to scramble shRNA ESCs. Comparison included two scramble clones and two *Pcl3* shRNA clones.
(XLS) Click here for additional data file.

Text S1 Supplemental methods. Detailed description of the microarray and ChIP-sequencing methods as well as a list of the antibodies and primers used.
(DOC) Click here for additional data file.

## References

[1] Surface LE, Thornton SR, Boyer LA (2010). Polycomb group proteins set the stage for early lineage commitment.. Cell Stem Cell.

[2] Margueron R, Reinberg D (2011). The Polycomb complex PRC2 and its mark in life.. Nature.

[3] Kuzmichev A, Nishioka K, Erdjument-Bromage H, Tempst P, Reinberg D (2002). Histone methyltransferase activity associated with a human multiprotein complex containing the Enhancer of Zeste protein.. Genes Dev.

[4] Cao R, Wang L, Wang H, Xia L, Erdjument-Bromage H (2002). Role of histone H3 lysine 27 methylation in Polycomb-group silencing.. Science.

[5] Czermin B, Melfi R, McCabe D, Seitz V, Imhof A (2002). Drosophila enhancer of Zeste/ESC complexes have a histone H3 methyltransferase activity that marks chromosomal Polycomb sites.. Cell.

[6] Muller J, Hart CM, Francis NJ, Vargas ML, Sengupta A (2002). Histone methyltransferase activity of a Drosophila Polycomb group repressor complex.. Cell.

[7] Kirmizis A, Bartley SM, Kuzmichev A, Margueron R, Reinberg D (2004). Silencing of human polycomb target genes is associated with methylation of histone H3 Lys 27.. Genes Dev.

[8] Mozzetta C, Consalvi S, Saccone V, Forcales SV, Puri PL (2011). Selective control of Pax7 expression by TNF-activated p38alpha/polycomb repressive complex 2 (PRC2) signaling during muscle satellite cell differentiation.. Cell Cycle.

[9] Khromov T, Pantakani DV, Nolte J, Wolf M, Dressel R (2011). Global and gene-specific histone modification profiles of mouse multipotent adult germline stem cells.. Mol Hum Reprod.

[10] Oguro H, Yuan J, Ichikawa H, Ikawa T, Yamazaki S (2010). Poised lineage specification in multipotential hematopoietic stem and progenitor cells by the polycomb protein Bmi1.. Cell Stem Cell.

[11] Bernstein BE, Mikkelsen TS, Xie X, Kamal M, Huebert DJ (2006). A bivalent chromatin structure marks key developmental genes in embryonic stem cells.. Cell.

[12] Jorgensen HF, Giadrossi S, Casanova M, Endoh M, Koseki H (2006). Stem cells primed for action: polycomb repressive complexes restrain the expression of lineage-specific regulators in embryonic stem cells.. Cell Cycle.

[13] Ku M, Koche RP, Rheinbay E, Mendenhall EM, Endoh M (2008). Genomewide analysis of PRC1 and PRC2 occupancy identifies two classes of bivalent domains.. PLoS Genet.

[14] Azuara V, Perry P, Sauer S, Spivakov M, Jorgensen HF (2006). Chromatin signatures of pluripotent cell lines.. Nat Cell Biol.

[15] Lim DA, Huang YC, Swigut T, Mirick AL, Garcia-Verdugo JM (2009). Chromatin remodelling factor Mll1 is essential for neurogenesis from postnatal neural stem cells.. Nature.

[16] Zhu J, He F, Hu S, Yu J (2008). On the nature of human housekeeping genes.. Trends Genet.

[17] Saxonov S, Berg P, Brutlag DL (2006). A genome-wide analysis of CpG dinucleotides in the human genome distinguishes two distinct classes of promoters.. Proc Natl Acad Sci U S A.

[18] Larsen F, Gundersen G, Lopez R, Prydz H (1992). CpG islands as gene markers in the human genome.. Genomics.

[19] Mendenhall EM, Koche RP, Truong T, Zhou VW, Issac B (2010). GC-rich sequence elements recruit PRC2 in mammalian ES cells.. PLoS Genet.

[20] Thomson JP, Skene PJ, Selfridge J, Clouaire T, Guy J (2010). CpG islands influence chromatin structure via the CpG-binding protein Cfp1.. Nature.

[21] Leeb M, Pasini D, Novatchkova M, Jaritz M, Helin K (2010). Polycomb complexes act redundantly to repress genomic repeats and genes.. Genes Dev.

[22] Chamberlain SJ, Yee D, Magnuson T (2008). Polycomb repressive complex 2 is dispensable for maintenance of embryonic stem cell pluripotency.. Stem Cells.

[23] Pasini D, Bracken AP, Jensen MR, Lazzerini Denchi E, Helin K (2004). Suz12 is essential for mouse development and for EZH2 histone methyltransferase activity.. Embo J.

[24] Lee TI, Jenner RG, Boyer LA, Guenther MG, Levine SS (2006). Control of developmental regulators by Polycomb in human embryonic stem cells.. Cell.

[25] Montgomery ND, Yee D, Chen A, Kalantry S, Chamberlain SJ (2005). The murine polycomb group protein Eed is required for global histone H3 lysine-27 methylation.. Curr Biol.

[26] Faust C, Schumacher A, Holdener B, Magnuson T (1995). The eed mutation disrupts anterior mesoderm production in mice.. Development.

[27] O'Carroll D, Erhardt S, Pagani M, Barton SC, Surani MA (2001). The polycomb-group gene Ezh2 is required for early mouse development.. Mol Cell Biol.

[28] Cao R, Zhang Y (2004). SUZ12 is required for both the histone methyltransferase activity and the silencing function of the EED-EZH2 complex.. Mol Cell.

[29] Pasini D, Bracken AP, Hansen JB, Capillo M, Helin K (2007). The polycomb group protein Suz12 is required for embryonic stem cell differentiation.. Mol Cell Biol.

[30] Shen X, Liu Y, Hsu YJ, Fujiwara Y, Kim J (2008). EZH1 mediates methylation on histone H3 lysine 27 and complements EZH2 in maintaining stem cell identity and executing pluripotency.. Mol Cell.

[31] Sauvageau M, Sauvageau G (2010). Polycomb group proteins: multi-faceted regulators of somatic stem cells and cancer.. Cell Stem Cell.

[32] Valk-Lingbeek ME, Bruggeman SW, van Lohuizen M (2004). Stem cells and cancer; the polycomb connection.. Cell.

[33] Sparmann A, van Lohuizen M (2006). Polycomb silencers control cell fate, development and cancer.. Nat Rev Cancer.

[34] Wang S, Robertson GP, Zhu J (2004). A novel human homologue of Drosophila polycomblike gene is up-regulated in multiple cancers.. Gene.

[35] Kim H, Kang K, Kim J (2009). AEBP2 as a potential targeting protein for Polycomb Repression Complex PRC2.. Nucleic Acids Res.

[36] Peng JC, Valouev A, Swigut T, Zhang J, Zhao Y (2009). Jarid2/Jumonji coordinates control of PRC2 enzymatic activity and target gene occupancy in pluripotent cells.. Cell.

[37] Shen X, Kim W, Fujiwara Y, Simon MD, Liu Y (2009). Jumonji modulates polycomb activity and self-renewal versus differentiation of stem cells.. Cell.

[38] Pasini D, Cloos PA, Walfridsson J, Olsson L, Bukowski JP (2010). JARID2 regulates binding of the Polycomb repressive complex 2 to target genes in ES cells.. Nature.

[39] Li G, Margueron R, Ku M, Chambon P, Bernstein BE (2010). Jarid2 and PRC2, partners in regulating gene expression.. Genes Dev.

[40] Landeira D, Sauer S, Poot R, Dvorkina M, Mazzarella L (2010). Jarid2 is a PRC2 component in embryonic stem cells required for multi-lineage differentiation and recruitment of PRC1 and RNA Polymerase II to developmental regulators.. Nat Cell Biol.

[41] Walker E, Chang WY, Hunkapiller J, Cagney G, Garcha K (2010). Polycomb-like 2 associates with PRC2 and regulates transcriptional networks during mouse embryonic stem cell self-renewal and differentiation.. Cell Stem Cell.

[42] Tie F, Prasad-Sinha J, Birve A, Rasmuson-Lestander A, Harte PJ (2003). A 1-megadalton ESC/E(Z) complex from Drosophila that contains polycomblike and RPD3.. Mol Cell Biol.

[43] Lonie A, D'Andrea R, Paro R, Saint R (1994). Molecular characterisation of the Polycomblike gene of Drosophila melanogaster, a trans-acting negative regulator of homeotic gene expression.. Development.

[44] Duncan IM (1982). Polycomblike: a gene that appears to be required for the normal expression of the bithorax and antennapedia gene complexes of Drosophila melanogaster.. Genetics.

[45] O'Connell S, Wang L, Robert S, Jones CA, Saint R (2001). Polycomblike PHD fingers mediate conserved interaction with enhancer of zeste protein.. J Biol Chem.

[46] Savla U, Benes J, Zhang J, Jones RS (2008). Recruitment of Drosophila Polycomb-group proteins by Polycomblike, a component of a novel protein complex in larvae.. Development.

[47] Li X, Isono K, Yamada D, Endo TA, Endoh M (2011). Mammalian Polycomb-Like Pcl2/Mtf2 Is a Novel Regulatory Component of PRC2 That Can Differentially Modulate Polycomb Activity both at the Hox Gene Cluster and at Cdkn2a Genes.. Mol Cell Biol.

[48] Zhang Z, Jones A, Sun CW, Li C, Chang CW (2011). PRC2 Complexes with JARID2, MTF2, and esPRC2p48 in ES Cells to Modulate ES Cell Pluripotency and Somatic Cell Reprograming.. Stem Cells.

[49] Coulson M, Robert S, Eyre HJ, Saint R (1998). The identification and localization of a human gene with sequence similarity to Polycomblike of Drosophila melanogaster.. Genomics.

[50] Nekrasov M, Klymenko T, Fraterman S, Papp B, Oktaba K (2007). Pcl-PRC2 is needed to generate high levels of H3-K27 trimethylation at Polycomb target genes.. Embo J.

[51] Sarma K, Margueron R, Ivanov A, Pirrotta V, Reinberg D (2008). Ezh2 requires PHF1 to efficiently catalyze H3 lysine 27 trimethylation in vivo.. Mol Cell Biol.

[52] Cao R, Wang H, He J, Erdjument-Bromage H, Tempst P (2008). Role of hPHF1 in H3K27 methylation and Hox gene silencing.. Mol Cell Biol.

[53] Boulay G, Rosnoblet C, Guerardel C, Angrand PO, Leprince D (2011). Functional characterization of hPCL3 (human Polycomb-like 3) isoforms identifies them as components of distinct EZH2 protein complexes.. Biochem J.

[54] Singla V, Hunkapiller J, Santos N, Seol AD, Norman AR (2010). Floxin, a resource for genetically engineering mouse ESCs.. Nat Methods.

[55] Boyer LA, Plath K, Zeitlinger J, Brambrink T, Medeiros LA (2006). Polycomb complexes repress developmental regulators in murine embryonic stem cells.. Nature.

[56] Fazzio TG, Huff JT, Panning B (2008). An RNAi screen of chromatin proteins identifies Tip60-p400 as a regulator of embryonic stem cell identity.. Cell.

[57] Foley E, O'Farrell PH (2004). Functional dissection of an innate immune response by a genome-wide RNAi screen.. PLoS Biol.

[58] de Napoles M, Mermoud JE, Wakao R, Tang YA, Endoh M (2004). Polycomb group proteins Ring1A/B link ubiquitylation of histone H2A to heritable gene silencing and X inactivation.. Dev Cell.

[59] de la Cruz CC, Kirmizis A, Simon MD, Isono K, Koseki H (2007). The polycomb group protein SUZ12 regulates histone H3 lysine 9 methylation and HP1 alpha distribution.. Chromosome Res.

[60] Rea S, Eisenhaber F, O'Carroll D, Strahl BD, Sun ZW (2000). Regulation of chromatin structure by site-specific histone H3 methyltransferases.. Nature.

[61] Pasini D, Malatesta M, Jung HR, Walfridsson J, Willer A (2010). Characterization of an antagonistic switch between histone H3 lysine 27 methylation and acetylation in the transcriptional regulation of Polycomb group target genes.. Nucleic Acids Res.

[62] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome.. Genome Biol.

[63] Chen X, Xu H, Yuan P, Fang F, Huss M (2008). Integration of external signaling pathways with the core transcriptional network in embryonic stem cells.. Cell.

[64] Marson A, Levine SS, Cole MF, Frampton GM, Brambrink T (2008). Connecting microRNA genes to the core transcriptional regulatory circuitry of embryonic stem cells.. Cell.

[65] Mikkelsen TS, Ku M, Jaffe DB, Issac B, Lieberman E (2007). Genome-wide maps of chromatin state in pluripotent and lineage-committed cells.. Nature.

[66] Tzur G, Levy A, Meiri E, Barad O, Spector Y (2008). MicroRNA expression patterns and function in endodermal differentiation of human embryonic stem cells.. PLoS ONE.

[67] Barber BA, Rastegar M (2010). Epigenetic control of Hox genes during neurogenesis, development, and disease.. Ann Anat.

[68] Huang H, Xie C, Sun X, Ritchie RP, Zhang J (2010). miR-10a contributes to retinoid acid-induced smooth muscle cell differentiation.. J Biol Chem.

[69] Tarantino C, Paolella G, Cozzuto L, Minopoli G, Pastore L (2010). miRNA 34a, 100, and 137 modulate differentiation of mouse embryonic stem cells.. Faseb J.

[70] Kim YJ, Bae SW, Yu SS, Bae YC, Jung JS (2009). miR-196a regulates proliferation and osteogenic differentiation in mesenchymal stem cells derived from human adipose tissue.. J Bone Miner Res.

[71] Brown JL, Snir M, Noushmehr H, Kirby M, Hong SK (2008). Transcriptional profiling of endogenous germ layer precursor cells identifies dusp4 as an essential gene in zebrafish endoderm specification.. Proc Natl Acad Sci U S A.

[72] Mallo M, Wellik DM, Deschamps J (2010). Hox genes and regional patterning of the vertebrate body plan.. Dev Biol.

[73] Ucar A, Vafaizadeh V, Jarry H, Fiedler J, Klemmt PA (2010). miR-212 and miR-132 are required for epithelial stromal interactions necessary for mouse mammary gland development.. Nat Genet.

[74] Sato F, Tsuchiya S, Meltzer SJ, Shimizu K (2011). MicroRNAs and epigenetics.. Febs J.

[75] Pizzatti L, Binato R, Cofre J, Gomes BE, Dobbin J (2010). SUZ12 is a candidate target of the non-canonical WNT pathway in the progression of chronic myeloid leukemia.. Genes Chromosomes Cancer.

[76] Kirmizis A, Bartley SM, Farnham PJ (2003). Identification of the polycomb group protein SU(Z)12 as a potential molecular target for human cancer therapy.. Mol Cancer Ther.

[77] Casanova M, Preissner T, Cerase A, Poot R, Yamada D (2011). Polycomblike 2 facilitates the recruitment of PRC2 Polycomb group complexes to the inactive X chromosome and to target loci in embryonic stem cells.. Development.

[78] Friberg A, Oddone A, Klymenko T, Muller J, Sattler M (2010). Structure of an atypical Tudor domain in the Drosophila Polycomblike protein.. Protein Sci.

[79] Walker E, Manias JL, Chang WY, Stanford WL (2011). PCL2 modulates gene regulatory networks controlling self-renewal and commitment in embryonic stem cells.. Cell Cycle.

[80] Sing A, Pannell D, Karaiskakis A, Sturgeon K, Djabali M (2009). A vertebrate Polycomb response element governs segmentation of the posterior hindbrain.. Cell.

[81] Chan CS, Rastelli L, Pirrotta V (1994). A Polycomb response element in the Ubx gene that determines an epigenetically inherited state of repression.. Embo J.

[82] Muller J, Kassis JA (2006). Polycomb response elements and targeting of Polycomb group proteins in Drosophila.. Curr Opin Genet Dev.

[83] Kerppola TK (2009). Polycomb group complexes–many combinations, many functions.. Trends Cell Biol.

[84] Woo CJ, Kharchenko PV, Daheron L, Park PJ, Kingston RE (2010). A region of the human HOXD cluster that confers polycomb-group responsiveness.. Cell.

[85] Tanay A, O'Donnell AH, Damelin M, Bestor TH (2007). Hyperconserved CpG domains underlie Polycomb-binding sites.. Proc Natl Acad Sci U S A.

[86] Carroll JS, Meyer CA, Song J, Li W, Geistlinger TR (2006). Genome-wide analysis of estrogen receptor binding sites.. Nat Genet.

[87] Zhao J, Sun BK, Erwin JA, Song JJ, Lee JT (2008). Polycomb proteins targeted by a short repeat RNA to the mouse X chromosome.. Science.

[88] Gupta RA, Shah N, Wang KC, Kim J, Horlings HM (2010). Long non-coding RNA HOTAIR reprograms chromatin state to promote cancer metastasis.. Nature.

[89] Tsai MC, Manor O, Wan Y, Mosammaparast N, Wang JK (2010). Long noncoding RNA as modular scaffold of histone modification complexes.. Science.

[90] Kim J, Daniel J, Espejo A, Lake A, Krishna M (2006). Tudor, MBT and chromo domains gauge the degree of lysine methylation.. EMBO Rep.

[91] Sprangers R, Groves MR, Sinning I, Sattler M (2003). High-resolution X-ray and NMR structures of the SMN Tudor domain: conformational variation in the binding site for symmetrically dimethylated arginine residues.. J Mol Biol.

[92] Lan F, Collins RE, De Cegli R, Alpatov R, Horton JR (2007). Recognition of unmethylated histone H3 lysine 4 links BHC80 to LSD1-mediated gene repression.. Nature.

[93] Guenther MG, Levine SS, Boyer LA, Jaenisch R, Young RA (2007). A chromatin landmark and transcription initiation at most promoters in human cells.. Cell.

[94] Ohm JE, McGarvey KM, Yu X, Cheng L, Schuebel KE (2007). A stem cell-like chromatin pattern may predispose tumor suppressor genes to DNA hypermethylation and heritable silencing.. Nat Genet.

[95] Widschwendter M, Fiegl H, Egle D, Mueller-Holzner E, Spizzo G (2007). Epigenetic stem cell signature in cancer.. Nat Genet.

[96] Chase A, Cross NC (2011). Aberrations of EZH2 in cancer.. Clin Cancer Res.

[97] Singla V, Romaguera-Ros M, Garcia-Verdugo JM, Reiter JF (2010). Ofd1, a human disease gene, regulates the length and distal structure of centrioles.. Dev Cell.

[98] Shechter D, Dormann HL, Allis CD, Hake SB (2007). Extraction, purification and analysis of histones.. Nat Protoc.

[99] Hunkapiller J, Singla V, Seol A, Reiter JF (2010). The Ciliogenic Protein Ofd1 Regulates the Neuronal Differentiation of Embryonic Stem Cells.. Stem Cells Dev.

[100] Hawkins RD, Hon GC, Lee LK, Ngo Q, Lister R (2010). Distinct epigenomic landscapes of pluripotent and lineage-committed human cells.. Cell Stem Cell.

# Supplementary material for: Polycomb-Like 3 Promotes Polycomb Repressive Complex 2 Binding to CpG Islands and Embryonic Stem Cell Self-Renewal
**Source:** PLoS Genet. 2012 Mar 15;8(3):e1002576. doi: 10.1371/journal.pgen.1002576
**Supplement:** Text S1 — Supplemental methods. Detailed description of the microarray and ChIP-sequencing methods as well as a list of the antibodies and primers used.

**Text S1:**

**Antibodies:** Goat anti-Suz12 (1:500, Santa Cruz sc-46264), rabbit anti-FlagM2 (1:600 for IF and 1:1000 for Western blot, Cell Signaling 2368), mouse anti-α-tubulin (1:5000, Sigma T9026), goat anti-V5 (IF 1:400, Abcam ab9137), rabbit anti-V5 (Western blot 1:5000, Sigma V8137), mouse anti-Ezh2 (1:400, Hamer et al. 2002 Ezh2 M18), mouse anti-Eed (1:1000, gift from Barbara Panning), rabbit anti-β-actin (1:5000, Abcam ab8227), rabbit anti-H3K27me3 (1:3000, Millipore 07-449), mouse anti-H3 (1:5000, Abcam ab10799), mouse anti-H2A119Ub (1:1000, Upstate 05-678 clone E6C5), rabbit anti-H3K9me3 (1:5000, Abcam ab8898), rabbit anti-H3K27ac (1:5000, gift from Barbara Panning), anti-Pcl3 (1:1000, Proteintech), mouse anti-NeuN (1:800, Millipore MAB377), rabbit anti-Tuj1 (1:2000, Covance PRB-435P), mouse anti-Actin (1:100, Sigma A4700), rabbit anti-K14 (1:1000, Covance PRB-155P), mouse anti-E cadherin (1:50, BD Biosciences 610181), rabbit anti-Pcl2 (1:1000, Proteintech), mouse anti-Oct3/4 (C-10) (1:200, Santa Cruz sc-5279), rabbit anti-Nanog (1:200, abcam ab80892), rabbit anti-H3K4me3 (1:1000, Millipore clone MC315 04-745).

**Microarray:** For microarray #2, ESCs were pre-plated twice for one hour on untreated TC plates, counted, and plated at equal densities on gelatinized plates. Microarray #1 was performed similarly but without pre-plating. The next day cells were collected and RNA extracted from two scramble and two *Pcl3* shRNA clones. Total RNA quality was assessed using a Pico Chip on an Agilent 2100 Bioanalyzer. RNA was amplified and labeled with Cy3-CTP using low RNA input fluorescent linear amplification kits following manufacturer’s protocol (Agilent). Concentration of labeled cRNA was assessed using a Nanodrop ND-100, and equal amounts of Cy3 labeled target were hybridized to whole human genome 4x44K Ink-jet arrays (Agilent). Hybridizations were performed for 14 hrs, according to the manufacturer’s protocol (Agilent). Arrays were scanned using an Agilent microarray scanner, and raw signal intensities were extracted with Feature Extraction v10.1 software (Agilent). This dataset was normalized using the *quantile* normalizationmethod that is proposed by Bolstad et al [1]. No background subtraction was performed, and the median feature pixel intensity was used as the raw signal before normalization.

**ChIP-sequencing:** Chromatin immunoprecipitation reactions were performed by washing 50μL of the appropriate Dynal magnetic beads (Dynabeads M-280 Sheep anti-Rabbit IgG, Invitrogen Cat # 112.04D, or Dynabeads M-280 Sheep anti-Mouse IgG, Invitrogen Cat # 112.02D) in 1mL PBS with 5mg/mL BSA three times. Washes were aspirated while tubes were on Dynal MPC-S magnetic strips to retain magnetic beads. Beads were resuspended in 1mL BSA/PBS with 5μg of antibody. The antibodies used were anti-H3K27me3 (Upstate, 07-449), anti-Flag M2 (Sigma, 088k6018), and anti-Suz12 (Upstate, 07-379). After rotating overnight at 4°C, the beads were washed three more times with BSA/PBS and resuspended in 1mL chromatin, 100μL BSA/PBS, 1% Triton-X, 0.1% Sodium Deoxycholate (DOC), 0.1% TE, and 1X EDTA-free Complete (tablets). Samples rotated overnight at 4°C. Beads were then washed 8 times with RIPA buffer (50mM Hepes, pH 8.0, 1mM EDTA, 1% NP-40, 0.7% DOC, 0.5M LiCl, 1X EDTA-free Complete) and washed once with 1X TE. Beads resuspended in 170μL of Elution Buffer (10mM Tris, pH 8.0, 1mM EDTA, 1% SDS) and shaken for 20 minutes at 65°C. Samples were centrifuged at high speed and the supernatant was removed to a new tube and reverse cross-linked overnight at 65°C. 50μL of untreated chromatin was also reverse cross-linked with 120μL Elution Buffer overnight at 65°C. 140μL TE, 7μL Proteinase K, and 3μL Glycogen (20μg/μL) were added to each sample and incubated for 2 hours at 37°C. Samples were extracted twice with 300μL Phenol in a single Phase-Lock tube (5Prime, Cat # 2900308, Lot #42793024), and once with chloroform/isoamyl alcohol. After the aqueous layer was removed to a new tube, NaCl was added to a final concentration of 200mM, followed by 2 volumes of 100% ETOH. Samples were vortexed and incubated at -80°C for 30 minutes, centrifuged for 15 minutes at 15,000 RPM at 4°C, and washed with 1mL 70% ETOH. After centrifuging for 5 minutes at 15,000 RPM at 4°C, pellets were airdried and resuspended in 30μL TE with 10μg RNase A. After incubating 1-2 hours at 37°C, samples were purified using Qiagen MinElute kit and eluted to 34μL with Qiagen EB buffer (50μL for inputs).

**Library Preparation:**34μL IP samples were treated with End Repair kit (Epicentre, Cat # ER81050, Lot # E85-91206), with 5μL of 10X End Repair buffer, 5μL of 2.5mM dNTPs, 5μL of 10mM ATP, and 1μL of END-IT enzyme mix added to each IP. Samples incubated at room temperature for 45 minutes. Samples were purified using Qiagen MinElute kit and eluted to 32μL. An additional ‘A’ base was added to the 3’ end of DNA fragments by adding 5μL 10X NEBuffer 2 (New England Biolabs, Cat # B7002S, Lot # 0010901), 10μL of 1mM dATP, and 3μL of 5U/μL 3’-5’ exo-Klenow Fragment (New England Biolabs, Cat #M0212L, Lot # 0180912). Samples were incubated at 37°C for 30 minutes and purified with Qiagen MinElute kit, eluting to 20μL. Samples were then evaporated using a speedvac to 4μL, and sequencing adapters were ligated to the ends of the DNA fragments by adding 5μL of 2X Quick Ligase Reaction Buffer (New England Biolabs, Cat # B2200S, Lot # 0010910), 0.5μL of Adapter Oligo mix, 1:10 in H2O, and 0.5μL of 1U/μL DNA Ligase (New England Biolabs, Cat # M2200L, Lot # 0980910). Samples were incubated at room temperature for 15 minutes and purified with Qiagen MinElute kit, eluting to 30μL. Samples were evaporated in a speedvac for 2 minutes and loaded with 6X Bromophenol blue/xylene cyanol loading dye on a 15 cm 8% polyacrylamide gel in TBE. 100bp DNA ladder loaded in far right and left lanes. Gel run at 200V for 2 hours and stained with 1X SYBR Gold (Invitrogen Cat # S11494) in 120μL TBE, shaking for 15 minutes. DNA between 200bps and 400bps were excised from gel with a clean scalpel, minced by centrifuging through a sieve, and shook vigorously overnight at 4°C in 500μL of Qiagen EB buffer. The next day, samples were mixed vigorously at 50°C for 15 minutes and centrifuged at 15,000 RPM for 2 minutes. The supernatant was transferred to a 0.2 μm Nanoseq column (Pall, Cat # ODM02C35, Lot # 09551479) and centrifuged at 15,000 RPM for 2 minutes and the flow-through was collected. Repeat if necessary. 1/10 volume of 3M NaOAC (pH 5.2), 4μL of glycogen (20μg/μL), and 2 volumes of 100% ETOH were added to each sample, vortexed, and incubated at -80°C for 30 minutes. Samples centrifuged at 15,000 RPM for 15 minutes at 4°C, washed with 1mL 70% ETOH, and centrifuged again for 5 minutes. Pellets were airdried and resuspended in 20μL of Qiagen EB buffer. 10μL 5X Phusion HF Buffer (Finnzymes, Cat # F-518, Lot # 82), 1μL 10mM dNTPs, 13.5μL PCR grade H2O, 0.5μL HotStart Phusion Taq (Finnzymes, Cat # F540L, Lot #40), and 2.5μL each of forward and reverse 10mM Solexa PCR primers were added to each sample, and run with the following PCR program:

Step 1: 98°C for 30 seconds

Step 2: 98°C for 10 seconds

Step 3: 65°C for 30 seconds

Step 4: 72°C for 30 seconds

Step 5: Go to step 2, 17 cycles

Step 6: 72°C for 5 minutes

Step 7: 4°C, forever

Samples purified with Qiagen MinElute kit, eluting to 40μL. Samples were evaporated in speedvac for 2 minutes and loaded on an 8% polyacrylamide gel exactly as before. DNA was excised from same region of gel as before and treated as before. The following day, the samples were treated exactly the same as after the first gel and overnight shaking, except the purified DNA was ultimately resuspended in 10μL of Qiagen EB buffer. Sample DNA concentration was determined using an Invitrogen Qubit Flourimeter and the samples were diluted to 10nM for sequencing.

**Normalization of Paired ChIP-seq Data:**NGS experiments may produce vastly different numbers of total reads for paired data, e.g. Suz12 ChIP after *Pcl3* shRNA vs. scramble, or Suz12 ChIP vs. Input. Suppose there are *M* reads for IP and *N* reads for Input. Then, many researchers currently scale the Input counts per genomic window by *M*/*N*, in order to equalize the total number of reads between the two samples. This method, however, does not take into account that the IP data should accumulate a significantly greater number of reads in regions targeted by the antibody relative to the background; as a result, this scaling approach will artificially inflate the background noise captured by Input. A better alternative approach is to find a scaling factor that equalizes just the background between IP and Input channels without considering the IP peak regions.

In order to separate the antibody-targeted loci from background noise, we will apply the theory of order statistics. Our motivation comes from the following observation for normally distributed random variables: let *Y1*, *Y2*, ... , *YN* be independent identically distributed normal random variables with mean  and variance 2, and let *Y*(1), *Y*(2), ... , *Y*(*N*) be their order statistics, i.e. the rearrangements of *Yi* such that *Y*(1)  *Y*(2)  ...  *Y*(*N*). If we partition the reference genome into *N* equal-sized bins, then for sufficiently large , we can think of *Yi* as counting reads in the *i*-th bin. Define the partial mean as

.

Because the order statistics are ranked in an increasing order, it can be seen that the partial mean is an increasing function of *n*. In fact, in the limit of large sample size *N*, the partial mean is almost a linear function of *n* with a positive slope. More precisely, for large *N*,

,

where *f* is the probability density of *Yi* and =*n/N* [2]. Expanding this asymptotic form around =1/2, one can show that the partial sum satisfies

,

which is **almost linear in ** and can be fitted with linear regression with R2 > 0.99.

Similarly, consider a set of bivariate normal random variables *Zi* =(*Yi*,*Xi*,), where *Yi* are defined as above and *X1*,*X2*,...,*XN* are independent identically distributed normal random variables that are uncorrelated with *Yi*. We can think of *Yi* as binned immunoprecipitated DNA counts and *Xi* as binned Input DNA counts. Then, we define the *i*-th order statistic *Z*(*i*) to be the pair (*Yk*,*Xk*), such that *Yk*corresponds to the *i*-th order statistic *Y*(*i*); i.e., the order statistics are obtained by sorting *Zi* with respect to the first entry. Because we have assumed that *X* and *Y* are uncorrelated, is an unbiased estimate of the expectation , and for sufficiently large *n*, the ratio of partial sums thus approaches , which is proportional to the partial mean . Consequently, for large *N*, the above analysis shows that can be **approximated by a linear function** of =*n/N*.

In a more realistic situation, the distribution of the IP channel data *Yi* can be modeled as a mixture of two Poisson distributions, e.g. one component representing the basal level of background noise and the second component representing the enrichment of actual immunoprecipitated DNA. For sufficiently large mean, Poisson distributions approach normal distributions, and the above analysis still holds; but, the ratio in this case begins to diverge from linearity at  roughly equal to the mixing probability. By computing this critical value of , we can thus approximate the proportion of background noise in the IP channel data *Y1*, *Y2*, ... , *YN*. The corresponding ratio also provides the optimal scaling factor for normalizing the Input channel *X* in order to equalize the read counts in background regions that are not directly targeted by the antibody. This method can be applied to general paired ChIP-seq data, e.g. Suz12 ChIP-seq with *Pcl3* shRNA vs. scramble. Supplemental Figure 4B provides an example of this method, where the mouse genome was partitioned into 2kb bins.

**Detection of Peaks and Differentially Enriched ChIP-seq Regions:**We have assessed the statistical significance of the differences between paired normalized ChIP-seq data as follows: let n1(x) and n2(x) be the normalized tag counts in a window centered at genomic location x in Sample 1 and Sample 2, respectively. Then, assuming the null hypothesis that n1(x) and n2(x) are independent and locally Poisson with common mean , the difference *Y*=n1(x)-n2(x) in tag counts follows the Skellam distribution

where the maximum likelihood estimate (MLE) of the mean is =(n1(x)+n2(x))/2. Because we have only two samples, the MLE may underestimate the true mean and increase the false positive rate. In our analysis, we have estimated the 95% confidence interval and used the more conservative value =0.5 qpois(0.975, n1(x)+n2(x)), where qpois is the quantile function in R for the Poisson random variable n1(x)+n2(x). For n > 0, the right-tail p-value is

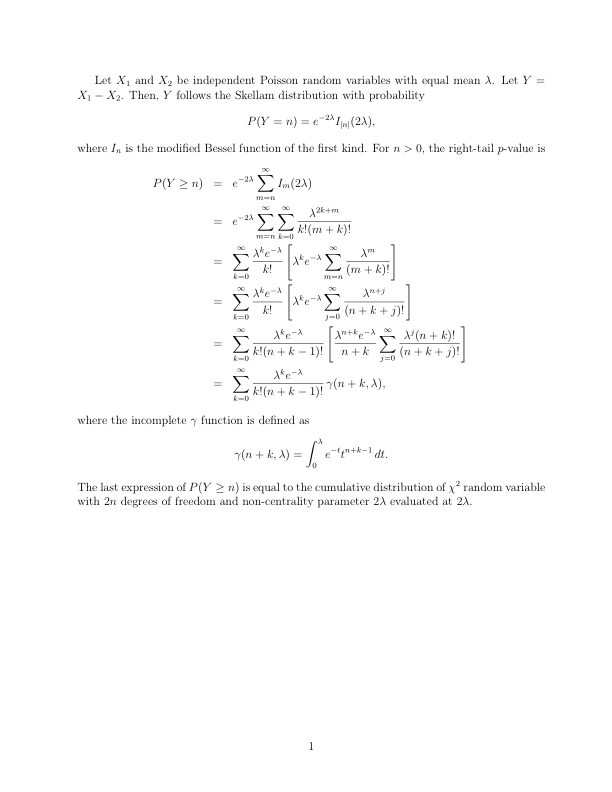

where the incomplete  function is defined as

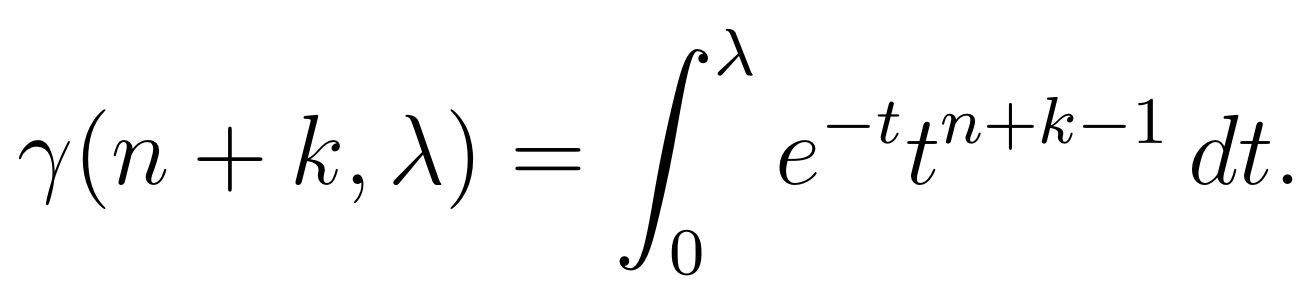

The final expression of the p-value is equal to the cumulative distribution of 2 random variable with 2n degrees of freedom and non-centrality parameter 2 evaluated at 2.

This novel method of detecting differential enrichment is more rubust than other approaches using Poisson *p*-values, which do not take into account the over-dispersion of count data and are thus more prone to false positives.

Primers:

| qRT-PCR primers   |  | | | --- | --- | | *β-actin* | | | CACAGCTTCTTTGCAGCTCCTT | CGTCATCCATGGCGAACTG | | *Suz12* | GTGCACTCTGAACTGCCGTA | |  | CCGGTCCATTTCGACTAAAA | | *Pcl3 set 1* | TGTGTGTACAGCCACCACCT | |  | TGTCCCCAAAGTGATTGTCA | | *Pcl3 set 2* | AGAGGAAGCTGACAGCCAAA | |  | CGTCTCCACTGATGCTTTCA | | *Pcl3-TAP* | AGCACAGACCACCACCTAGC | |  | AATCACCGTCATGGTCTTTG | | *Eed* | CTGGCAAAATGGAGGATGAT | |  | TGGGTCAGTGTTGTGCATTT | | *Ezh2* | AGACGTCCAGCTCCTCTGAA | |  | ATCCTCAGTGGGAACAGGTG | | *Oct4* | CCAATCAGCTTGGGCTAGAG | |  | CTGGGAAAGGTGTCCCTGTA | | *Nanog* | GCTCAGCACCAGTGGAGTATCC | |  | TCCAGATGCGTTCACCAGATAG | | *Igf2* | GTCCCCACATTTGCAGTTCT | |  | CTGGATGACATGGACAGTGG | | *Hand1* | GTTCCCATTCGTTGCTGAAT | |  | CTGCGAGTGGTCACACTGAT | | *Krt7* | ACGGCTGCTGAGAATGAGTT | |  | CGTGAAGGGTCTTGAGGAAG | | *Acta2* | CTGACAGAGGCACCACTGAA | |  | CATCTCCAGAGTCCAGCACA | | *Plac1* | CCTCCATCATGGGACAGAGT | |  | GCCCTTACATCTGGGCACTA | | *Dkk1* | CAGCTCAATCCCAAGGATGT | |  | CAGGGGAGTTCCATCAAGAA | | *Fgf1* | TAAACCCAGGGCTTTCAATG | |  | TTGCAGTCAGCTTGGAATTG | | *Neurod1* | CAAAGCCACGGATCAATCTT | |  | CCCGGGAATAGTGAAACTGA | | *Epha4* | AGGTGGGAGGAGGTCAACTT | |  | GTGAAACGGCTTGATTTGGT | | *Pcl2* | CATTTGCGGAGAAGAAGAGG | |  | TGATTGAGCTGCAACTCCTG | | *Pcl1* | GAGATCCTCCCCTTCACCTC | |  | AAATGAAACGGTCCTTGTGG | | *Meis2* | CATGGTCGTTGCACCATAAG | |  | GTGAGGAACACGTGCTGAGA | | *Meis1* | ACAGGAGACCCGACAATGAG | |  | TTGACTTCGGATGGTTCTCC | | *Cxcl12* | TTTGGCCTCCTGTAGAATGG | |  | TCAGAGCCCATAGAGCCACT | | *Slc23a1* | TGCTCTGCTACGTGTTGACC | |  | GGATCCAGGGAGAGATAGCC | | *Miip* | GGTCACACCACCTCTCTGGT | |  | GGGACAATGGAGGAGAGACA | | *Cbx4* | GCCCTTGAGTGAGTTCAAGC | |  | TCCCACTACACCGTCACGTA | | *Bmp1* | CACTCCACAGCAGGAAGTGA | |  | CTCAGTGAAAGCTCCGGTTC | | *Hoxd10* | GAAGAGGTGCCCTTACACCA | |  | TCGATTCTCTCGGCTCATCT | | *Mia1* | GGGCCAAGTGGTGTATGTCT | |  | GGACAATGCTACTGGGGAAA | | *Manba* | AGTGGACACTGGGGACAAAG | |  | GTCTTCTGGCCGTGCTTTAG | | *Mras* | AGACAGGGCTACAGCTTCCA | |  | GTCTGGTGCGTTGTATGTGG | | *Efhc2* | ACTTTACGCCCATTTCATGC | |  | GCTTCAGGCCTACACAGGAG | | *Zfp42* | CTTCACGGAGAGCTCGAAAC | |  | CTTTGCGTGGGTTAGGATGT | | *Tgfβ1* | TGCTTCAGCTCCACAGAGAA | |  | TGGTTGTAGAGGGCAAGGAC | |  |  | | ChIP primers |  | | *mir196b* | AAGGTGGATCCCAACAACAG | |  | CCTCCTAGGCGTACCTTTCC | | *mir34a* | GGCAATGGCTCAGAGAAGAC | |  | AGCGAGAGCTCAGAGTTTGC | | *mir10a* | CCCTTCCAACTCGTCCATAA | |  | GCCACAGGTTGCTAGTGTGA | | *mir132/212* | GCAGACGCAGACACTATGGA | |  | CTAGGCTGAGTCACCGCTCT | | *mir196a* | GCTGCAGAGGAGATCAAAGG | |  | TCTGCCAAGCAAGAGAAACA | | *Hoxb7* | ACCGAGTTCCTTCAACATGC | |  | CAGGGGTAGATCCGGAAGTT | | *Hoxb13* | CTCGTTAAACCTGCCAAAGC | |  | CATAAAATCCTCCCGCAGAA | | *Pmp22* | CCTAGGACTGCCTCTGCATC | |  | CCAGACACGTCCATTTTCCT | | *Hoxa3* | TCACAGGCTGGTGAGAACAC | |  | AGGGTCATTTGGCAAGACTG | | *Hand1* | GGTGTGAGTGGTGATGATGG | |  | TTTGGACGTCTGAACCCTTC | | *Dusp4* | GCCTCTACTCGGCTGTCATC | |  | CCGCCAAGTCCCTTACACTA | | *Acta1* | TTGTCGATTGTCGTCCTGAG | |  | CAGGCACGTGACACTCTTGT | | *Tle3* | TCCGCAAGGCAGACATCCGGT | |  | CACGCGCGCGCACCATAAAG | | *Tns1* | AGCGGACCCACCACCCTCTG | |  | GGAGTCGGCTGACACGGTGC | | *Tmem151a* | TCCGTGTCCTCCCCTCTGCG | |  | GCCAGCTCTGGGGCCTACCT | | *Eaf1* | CCTCTGGAACTTCGATCTGC | |  | CAAGAGCCCTGATGGAAGAA | | *Ash21* | CAGAGAGCCCGAGGTAGTTG | |  | GCACTCAGTCCAGGGGTTTA | | *Dcaf8* | CCCGATCCCTTTCCTAAAAC | |  | CTAGGAGACGCCAACAGAGC | | *Ift140* | TAGGAGTCCGTCACCGAAAC | |  | AAGCGTGGATGAAAAAGGTG | | *Glrx5* | CGATTTGTCCAATCAACACG | |  | CACTCCAGGGCTTACAGAGC | | *Ebf2* | CCACCCCTGAACTTGTCACT | |  | CTGACGCCTCTTTTCTCACC | | *Mafb2* | AGAAGCGGTCCTCCACACTA | |  | AGCAGGTGTGACTCACGATG | | *Pcdh7* | TTCTTTGGAAATCCGGACAG | |  | GGGAACTCGAGCTGAACTTG | | *Otx2* | TTTCAAAGCGAGAGGGAAGA | |  | CCACGCACATACTGTGGTTC | | *Actin control* | GGAGGTGCAATGGCTGTCTTGTCC | |  | CTGCCTTGGGTCACCTTACACCTCAC | |  |  | | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | | |

1. Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics 19: 185-193.

2. Burrows PM (1972) Expected selection differentials for directional selection. Biometrics 28: 1091-1100.

How the deposited data were processed for this re-analysis (not part of the article)

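The data are ChIP-seq site lists from mouse ESCs: H3K27me3 and Suz12-TAP in cells expressing scramble or Pcl3 shRNA, and Pcl3-TAP in 2 cell populations. The 10 libraries comprise 6 ChIP and 4 input libraries. Each condition has 1 library, except Pcl3-TAP and its input, which have 2 each and 1 site list between them.

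The authors aligned 30-nucleotide reads to mm9 with bowtie, kept uniquely aligned reads, equalized the background of paired libraries, tested 400 bp windows with the Skellam distribution and joined significant windows. They deposited 4 lists of sites with 1 p-value per site, and these p-values are the only measured values used. P-values too small for the number format are written as 0, at 435 Suz12 sites and 208 Pcl3 sites, and were placed at the largest −log10 value. Unique alignment leaves out most repeated sequence. Equalizing the background assumes that the background is alike in both libraries on every chromosome, so a difference in copy number of a chromosome would enter the depleted lists as a difference in binding. No read counts are in the lists, and the reads per library that the paper reports in Figure S4A were not analysed here. Fold changes were not computed, and the precision of a single site is not known. The Suz12-depleted list repeats the binding p-values, so depleted sites could not be ranked by their loss.

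From the lists, the overlap of sites (centers within 2 kb), shares with 95% Wilson intervals, Fisher's exact tests (two-sided), permutation tests of medians (100000 resamples), Mantel-Haenszel estimates over deciles of Suz12 site strength with the Breslow-Day test of equal odds ratios, and 1000 circular shifts per overlap were computed. A Fisher p below 1e-300 is given as such. All tests are over sites, which are not replicates and are not independent where they cluster, and compare these libraries rather than conditions. Coordinates are 1-based in mm9. Genes come from GENCODE vM1, and the symbols of the array tables were also matched through synonyms in a gene list of another assembly, whose coordinates were not used. CpG density is the number of CpG per 100 bp.

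The sites named in the text were chosen by a rule fixed before the data were examined: each gene or microRNA that the paper names for ChIP, located by its primers or the annotation, and the 3 sites of each list with the smallest p-value, or the 3 widest where p-values tie. The alternatives set before the data were examined were other distances (500 bp, 1 kb, 5 kb), shared bases (at least 1 bp), p-values of at most 1e-10 or 1e-12 in every list, lists without chromosomes X and Y or without chromosome 11, merged neighbouring sites, stratification by strength, width as strength, and CpG density over 500 bp. Membership in the depleted list and shared bases within deciles of strength were added after the data were seen, as were the split into the 5 weakest and 5 strongest deciles, the CpG island criteria and the search for GCGCGC.

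The scripts were tested on simulated data. The overlap functions differed at 0 of 600 sites from a search of all pairs. In 200 simulated data sets of 8000 sites in which strength drove both binding and depletion, the median crude odds ratio was 2.89 and the median Mantel-Haenszel odds ratio 1.02 where the true value was 1, and 3.04 where it was 3. The Breslow-Day test gave a p of at most 0.05 in 6 of 100 data sets with equal odds ratios and in 100 of 100 with opposite ones. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1 were used. Comparisons with Pcl2, with transcription factors and with bivalent genes, and the ChIP-qRT-PCR and immunoblot experiments, were not analysed here.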

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

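The tests in this part were chosen after the results were seen, apart from the test of repeated sequence at Pcl3 sites. The design gives no condition that separates the sites below from the others, so no biological explanation was tested.

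The paper describes the Pcl3 sites that overlap Suz12 and does not discuss the others. There were 962 Pcl3 sites, called above input, with no Suz12 center within 2 kb. They were weaker, with a median −log10 p of 9.40 against 19.7 at the other Pcl3 sites. Among Pcl3 sites with a p-value of at most 1e-12, 9.51% (8.54% to 10.6%) still had no Suz12 site of any p-value near them, so weak calls account for only part of them. Of the 962 sites, 5.72% shared at least 1 bp with a Suz12 site, so broad sites with distant centers account for few. In the 1000 bp around the center, more than 50% locally repeated sequence was found at 0 of the 962 sites and at 7 of the 4280 others (odds ratio 0, Fisher's exact test, two-sided p = 0.362). This argues against repeats within 50 kb. Repeats that lie farther apart were not counted. Differences in depth between the Pcl3 and Suz12 libraries, and signal of the FlagM2 antibody that does not depend on the tag, were not tested.

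There were 81 H3K27me3-depleted sites with no Suz12 center within 2 kb. Of these, 60.5% (49.6% to 70.4%) had a Suz12 center within 10 kb, and 32 sites lay farther away. The extent of H3K27me3 domains is not in the lists, so domains that reach beyond the Suz12 site stay open as a cause. Of the 81 sites, 32 (39.5%) shared at least 1 bp with a Suz12 site, so a part of them comes from the rule on centers. Chromosome 11 held 35 of the 81 sites (43.2%).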

How the results depend on the processing

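Counting a Suz12 site as depleted only where it is itself in the depleted list, alone or within deciles of strength, and shared bases within deciles of strength, were chosen after the data were seen. The other settings were set before the data were examined. Of 120 recomputed values, 81 kept their direction and side of the threshold or stayed within the interval, 27 without a test moved, 4 became weaker, 4 stronger and 4 reversed. Of the 81, 8 are the ratio of the lengths of the lists and the share of H3K27me3-depleted sites on chromosome 11 under other overlap rules, which cannot change these values, so they say nothing on stability. The cause of a change was not tested unless stated.

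The share of Suz12 sites with Suz12 depletion, 68.3% under the 2 kb rule, was 64.5% where sites shared at least 1 bp, with centers within 500 bp and by membership in the depleted list. It was 65.1% within 1 kb and 72.8% within 5 kb, and a wider distance can only add sites. The share of H3K27me3-depleted sites with Suz12 depletion was 86.4% at 1 bp, 49.7% within 500 bp, 70.1% within 1 kb and 90.0% within 5 kb. The share of Pcl3 sites with Suz12 was 76.9%, 61.0%, 72.1% and 89.2% at these rules. The share of Suz12 sites with Pcl3 was 35.6% within 500 bp, 40.3% within 1 kb and 50.0% within 5 kb.

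At p-values of at most 1e-10 in every list these 4 shares were 79.0%, 89.6%, 86.5% and 43.1%, and at 1e-12 they were 83.8%, 90.3%, 88.1% and 41.5%. The ratio of Suz12-depleted to H3K27me3-depleted sites rose to 28.1 and 48.8 at these cutoffs and to 10.7 without chromosome 11. The odds ratio of Suz12 depletion on chromosome 11 passed the threshold at 1e-10 (1.44), at 1e-12 (1.67), within deciles of strength (1.96) and within deciles by membership in the depleted list (2.18).

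Within deciles of strength, the ratio of H3K27me3 depletion at Pcl3-bound against unbound sites fell to 1.01 and was no longer past the threshold, and with shared bases within deciles it reversed to 0.734. The odds ratio of Suz12 depletion stayed past it (2.19) under the 2 kb rule and not by membership in the depleted list (1.10) or with shared bases (1.17). The difference in median CpG density reversed with centers within 500 bp (0.283) and 1 kb (0.167) and with density over 500 bp around the center (0.8), and was no longer past the threshold with merged sites (-0.112). The higher strength of depleted and of Pcl3-bound sites, and the share of H3K27me3-depleted sites on chromosome 11, kept their direction and side of the threshold under every setting run for them.

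No paired analysis was possible because the lists hold no columns for single libraries, and the 2 Pcl3-TAP libraries, which share shRNA numbers with their inputs, have 1 list between them. The depth of the libraries is not in the lists, so whether a weak site is unaffected or its loss was not detectable cannot be read from them.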

Differences from the paper's values

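At the 2 kb rule, the shares of depleted and of Pcl3-bound sites lay within 10 percentage points of the paper's values. The shares of sites in CpG islands did so under the stricter criteria and not under the 200 bp criteria. Some of the paper's statements on rank or direction do not match or cannot be settled here. The paper calls chromosome 11 the chromosome with the highest gene density. The paper's gene density analysis counted RefSeq genes, another gene set. By protein-coding genes of GENCODE vM1 chromosome 11 ranks 2, with 1653 genes, or 13.57 per Mb, after chromosome 7 with 2072 genes, or 13.58 per Mb. This difference is too small to separate them, so it does not contradict the paper. The paper gives chromosome 11 the strongest loss of Suz12 binding, ranked by changes in read density, which were not computed here. By the share of Suz12 sites in the depleted list it ranks 7 (65.5%), by depleted sites per Mb it ranks 1 (4.95), and within deciles of site strength its odds ratio under the 2 kb rule was 1.96. The odds ratio of chromosome 11 was also past the threshold at p-values of at most 1e-10 (1.44) and 1e-12 (1.67).

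The paper states that nearly all Pcl3 regions overlap Suz12 targets. The share was 81.6% at the 2 kb rule and reached 89.2% with centers within 5 kb. The paper puts the loss of Suz12 at a minority of the sites without Pcl3. The share was 51.0% at the 2 kb rule and 47.8% by membership in the depleted list, a rule chosen after seeing the values. The paper finds Pcl3 with Suz12 more often in CpG islands than Suz12 alone. With the 200 bp island criteria, like the stricter ones chosen after seeing the values, the shares were 93.4% and 92.7%, against the paper's 80% and 65% from another island set, and with the stricter 500 bp criteria 76.7% and 69.8%. Within deciles of site strength the order was reversed under both criteria, with odds ratios of 0.235 and 0.580. Figure 4E shows lower H3K27me3 read density at Pmp22, Hoxb7 and mir196b. The nearest H3K27me3-depleted sites were 788132 bp, 5284 bp and 6769 bp from their amplicons, so these loci are not among the sites called. For these loci the paper also cites the repeated ChIP-qRT-PCR of Figure 4F, which was not analysed here. Absence from a list called at a cutoff does not contradict that evidence. Figure 4E places mir34a on another chromosome than GENCODE vM1 and the primers, which put it on chromosome 4.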

Other observations

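Most tests in this part were chosen after the results they bear on were seen. The exceptions are those of gene density and of array genes on chromosome 11. Under the 2 kb rule, the odds ratios by Pcl3 without classes and pooled over the deciles were also set beforehand.

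Whether a Suz12 site was in the depleted list followed its strength closely. Of the 378 sites in the 3 strongest deciles with no Pcl3 center within 2 kb, 377 were depleted (99.7%, interval 98.5% to 100.0%), but 119 of the 378 shared a base with a broad Pcl3 site. Of the 259 with neither a Pcl3 center within 2 kb nor a shared base, 99.6% (97.8% to 99.9%) were depleted. Over all deciles 46.6% (45.2% to 48.1%) of the 4704 such sites were. This argues against loss only where a Pcl3 site was listed, but Pcl3 binding that the list missed is not excluded. The paper also reports lower Suz12 mRNA and protein after Pcl3 knockdown, and proposes this as a possible partial cause of the lost binding. Nearly every site in the strongest deciles was depleted, so those deciles say little on the size of a difference by Pcl3.

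Within deciles of strength, the odds ratio of membership in the depleted list for sites with Pcl3 was 1.10 (0.927 to 1.30), and 1.05 (0.882 to 1.24) with 20 classes. It was 0.985 (0.818 to 1.19) in the 5 weakest deciles and 1.74 (1.17 to 2.61) in the 5 strongest, and in the latter still 1.60 (1.07 to 2.41) with 50 classes of strength. The Breslow-Day chi-squared test of equal odds ratios gave a p of 0.0357 over the deciles and 0.727 over 50 classes, so a difference between weak and strong sites is not established there. For H3K27me3 depletion the odds ratio was 1.01 (0.827 to 1.24) over the deciles, 1.74 (1.22 to 2.47) in the 5 weakest and 0.803 (0.630 to 1.02) in the 5 strongest. In the 5 strongest it was 0.779 (0.610 to 0.993) with 20 classes and 0.785 (0.615 to 1.00) with 50. With shared bases in place of centers it was 0.601 (0.328 to 1.10) in the 5 weakest and 0.743 (0.561 to 0.985) in the 5 strongest, and the Breslow-Day chi-squared test gave a p of 0.585. Where a Pcl3 center within 2 kb or a shared base counted, it was 1.97 (1.40 to 2.78) in the 5 weakest and 0.763 (0.581 to 1.00) in the 5 strongest. H3K27me3 depletion was still counted by centers within 2 kb there. The Breslow-Day chi-squared test then gave a p of 1.54e-07. The excess at weak sites and the difference across deciles were thus seen where H3K27me3 depletion was counted by centers, and not where it was counted by shared bases. The strongest sites lay below 1 under each of these rules, with intervals that end close to 1. Under the 2 kb rule set beforehand the odds ratio of Suz12 depletion within deciles was 2.19, an average over deciles that differed (Breslow-Day chi-squared test, p = 4.17e-08). Among the 6456 sites with no other Suz12 center within 4 kb it was 1.27 (1.01 to 1.58, chi-squared test, p = 0.0439). The 2.19 argues against the site's own strength as the whole cause of the difference in Suz12 depletion by Pcl3 under this rule. The classes leave out the strength of neighbouring sites, through which this rule also counts a site as depleted. In the 5 weakest deciles the odds ratio was 2.27 (1.93 to 2.67) under this rule and 0.985 by membership. Strength that includes the neighbours is therefore not excluded. The 1.27 comes from a subset chosen after the results were seen, and its interval ends close to 1. It argues only weakly against depleted neighbours as the cause of the rest. The pooled intervals for membership and for H3K27me3 include 1. Membership gave 1.01 (0.858 to 1.19) over the deciles where a Pcl3 center within 2 kb or a shared base counted. Strength may still account for a large part of the difference in Suz12 depletion, since the odds ratio without classes was 8.31. It may also account for the pooled difference in H3K27me3 depletion. Strength may itself depend on Pcl3, in which case the classes would remove part of its effect. The paper raises the difficulty of detecting change at weak peaks, and the reads would be needed to separate these readings.

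Decreased H3K27me3 was concentrated on chromosome 11. The odds ratio was 3.36 (2.76 to 4.09) within deciles of the gene density of the surrounding 1 Mb and 4.67 (3.82 to 5.69) within deciles of Suz12 strength, so neither accounts for it. Without the 10 bins of 1 Mb that hold the most such sites it was still 2.91. It was 6.42 among sites with Pcl3 and 2.99 among sites without. Suz12 depletion was also in excess on chromosome 11 within deciles (membership in the depleted list, 2.18, 1.73 to 2.73) and in deficit on chromosome 14 (0.399, 0.252 to 0.631) and X (0.540, 0.338 to 0.863). A difference in the copy number of chromosome 11 between the scramble and knockdown cells is a candidate explanation, since it would raise both losses along the whole chromosome. The chromosome was divided into 4 equal parts. The odds ratios of H3K27me3 depletion in these parts were 3.75, 3.45, 4.24 and 5.54, and the lowest of all, for Suz12 in the second part, was 1.51 (0.880 to 2.61). Copy number and a regional effect of Pcl3 cannot be told apart, because the input reads that would show copy number are not in the lists. Of the 89 genes lower in Table S1 with a position, 9 lie on chromosome 11 (odds ratio 1.41 against all protein-coding genes, Fisher's exact test, two-sided p = 0.309). Of the 30 genes higher in Table S1, 3 lie there (odds ratio 1.39, Fisher's exact test, two-sided p = 0.485), so the lower genes did not stand out. Both counts are too small to decide.

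Sequence that recurs within 50 kb was counted in the 1000 bp around the center of each H3K27me3-depleted site. Among the 10 sites with the smallest p-values, 4 held more than 50% of it, against 2 of the other 668 (Fisher's exact test, two-sided p = 3.56e-07). One of the 4 was just past that limit, at 50.3%. Repeated sequence may have placed these sites at the top. Only sequence that recurs within 50 kb was counted, so repeats that lie farther apart stay open for the other 6. Leaving out such sites kept chromosome 11 at 29.3% of the list.

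Pcl3-bound Suz12 sites were less CpG-dense over the whole site and denser around the center. Broader sites take in more flanking sequence, yet within deciles of width the odds ratio of a density above the median was 0.689 (0.623 to 0.763), so width does not account for the lower density. For the density over 500 bp around the center, the odds ratio within deciles of width was 0.957 (0.863 to 1.06), so the higher density there was not found among sites of similar width. By decile of CpG density over 500 bp, Pcl3 was near 53.5% of the Suz12 sites in the lowest decile, 36.5% in the third and the fifth, and 62.4% in the highest. The paper describes sites of both Pcl2 and Pcl3 as avoiding the highest CpG density. Pcl2 was not analysed here.

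The primers listed for Otx2 match chromosome 11 from 21902661 to 21902841, in the UTR of Otx1, whereas GENCODE vM1 places Otx2 on chromosome 14 from 49277354 to 49287319. At Tle3, Tns1 and Tmem151a, which the paper reports as unaffected by ChIP-qRT-PCR, Suz12 sites with deposited p-values of 2.84e-58, 1.71e-48 and 7.27e-45 were listed, and no depleted site lay within 2 kb. Of the 30 genes higher in Table S1, 20 had a Suz12 site within 2 kb of their start (66.7%, interval 48.8% to 80.8%), 18 a Suz12-depleted site and 4 an H3K27me3-depleted site, against 23.1%, 16.4% and 1.58% of all protein-coding genes. The 89 genes lower in Table S1 with a position showed no such excess, with 23.6% (16.0% to 33.4%), 15.7% (9.61% to 24.7%) and 2.25% (0.618% to 7.83%). For Table S2, under 80% of the symbols had a position. Of its 59 higher genes with a position 45.8% (33.7% to 58.3%) had a Suz12 site and 39.0% a Suz12-depleted site. Of its 32 lower genes with a position 46.9% (30.9% to 63.6%) and 37.5% did, so there the lower genes also lay above all protein-coding genes. The genes without a position may differ from these, so no conclusion is drawn from Table S2.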
